# Macrophage invasion contributes to degeneration of stria vascularis in Pendred syndrome mouse model

**DOI:** 10.1186/1741-7015-4-37

**Published:** 2006-12-22

**Authors:** Sairam V Jabba, Alisha Oelke, Ruchira Singh, Rajanikanth J Maganti, Sherry Fleming, Susan M Wall, Lorraine A Everett, Eric D Green, Philine Wangemann

## Abstract

**Background:**

Pendred syndrome, an autosomal-recessive disorder characterized by deafness and goiter, is caused by a mutation of *SLC26A4*, which codes for the anion exchanger pendrin. We investigated the relationship between pendrin expression and deafness using mice that have (*Slc26a4*^+/+ ^or *Slc26a4*^+/-^) or lack (*Slc26a4*^-/-^) a complete *Slc26a4 *gene. Previously, we reported that stria vascularis of adult *Slc26a4*^-/- ^mice is hyperpigmented and that marginal cells appear disorganized. Here we determine the time course of hyperpigmentation and marginal cell disorganization, and test the hypothesis that inflammation contributes to this tissue degeneration.

**Methods:**

*Slc26a4*^-/- ^and age-matched control (*Slc26a4*^+/+ ^or *Slc26a4*^+/-^) mice were studied at four postnatal (P) developmental stages: before and after the age that marks the onset of hearing (P10 and P15, respectively), after weaning (P28-41) and adult (P74-170). Degeneration and hyperpigmentation stria vascularis was evaluated by confocal microscopy. Gene expression in stria vascularis was analyzed by microarray and quantitative RT-PCR. In addition, the expression of a select group of genes was quantified in spiral ligament, spleen and liver to evaluate whether expression changes seen in stria vascularis are specific for stria vascularis or systemic in nature.

**Results:**

Degeneration of stria vascularis defined as hyperpigmentation and marginal cells disorganization was not seen at P10 or P15, but occurred after weaning and was associated with staining for *CD68*, a marker for macrophages. Marginal cells in *Slc26a4*^-/-^, however, had a larger apical surface area at P10 and P15. No difference in the expression of *Lyzs*, *C3 *and *Cd45 *was found in stria vascularis of P15 *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice. However, differences in expression were found after weaning and in adult mice. No difference in the expression of markers for acute inflammation, including *Il1a*, *Il6*, *Il12a*, *Nos2 *and *Nos3 *were found at P15, after weaning or in adults. The expression of macrophage markers including *Ptprc *(= *Cd45*), *Cd68*, *Cd83*, *Lyzs*, *Lgals3 *(= *Mac2 *antigen), *Msr2*, Cathepsins B, S, and K (*Ctsb, Ctss, Ctsk*) and complement components *C1r*, *C3 *and *C4 *was significantly increased in stria vascularis of adult *Slc26a4*^-/- ^mice compared to *Slc26a4*^+/+ ^mice. Expression of macrophage markers *Cd45 *and *Cd84 *and complement components *C1r *and *C3 *was increased in stria vascularis but not in spiral ligament, liver or spleen of *Slc26a4*^-/- ^compared to *Slc26a4*^+/- ^mice. The expression of *Lyzs *was increased in stria vascularis and spiral ligament but not in liver or spleen.

**Conclusion:**

The data demonstrate that hyperpigmentation of stria vascularis and marginal cell reorganization in *Slc26a4*^-/- ^mice occur after weaning, coinciding with an invasion of macrophages. The data suggest that macrophage invasion contributes to tissue degeneration in stria vascularis, and that macrophage invasion is restricted to stria vascularis and is not systemic in nature. The delayed onset of degeneration of stria vascularis suggests that a window of opportunity exists to restore/preserve hearing in mice and therefore possibly in humans suffering from Pendred syndrome.

## Background

Pendred syndrome is an autosomal recessive disorder that is characterized by profound sensorineural deafness, abnormal iodide transport across the thyroid follicular epithelium and an enlarged vestibular aqueduct [1,2]. It is an important condition as it accounts for 1–10% of all cases of hereditary deafness [3]. Pendred syndrome is caused by mutations of the gene SLC26A4, which codes for the protein pendrin [4]. Hearing loss in Pendred syndrome develops in most cases prelingually, which implies that pendrin is not essential for hearing but that a defective pendrin protein causes hearing loss via a secondary mechanism [3,5]. Most Pendred syndrome patients are euthyroid, although the abnormal iodide transport in the thyroid affects the incorporation of iodide into thyroglobulin [6,7]. It is conceivable that the observed thyroid hyperplasia (goiter), which generally develops around puberty, ensures normal levels of thyroid hormone [2].

Pendrin is a Na^+^-independent exchanger for anions such as Cl^-^, I^-^, HCO_3 _^- ^and formate [8-10]. Pendrin is expressed in the inner ear, thyroid, kidney, mammary gland, uterus, testes, and placenta [6,11-17]. In the thyroid, pendrin is expressed on the apical side of the thyrocytes and mediates Cl^-^/I^- ^exchange. In the kidney, pendrin is expressed on the apical side of the non-A, non-B intercalated cells, cytoplasmic regions of the type B intercalated cells of cortical collecting tubules, distal convoluted tubules and connecting tubules and mediates Cl^-^/HCO_3 _^- ^exchange [14,18]. Loss of pendrin does not effect the arterial pH but results in a lower urinary pH [19]. In the inner ear, pendrin is localized in the outer sulcus epithelial cells, root cells, apical membranes of spiral prominence surface epithelial cells and in apical membranes of spindle-shaped cells of stria vascularis [11,17].

A model for Pendred syndrome, consisting of mice lacking functional expression of pendrin, has recently been developed [20]. Similar to patients suffering from Pendred syndrome, *Slc26a4*^-/- ^mice are deaf, have an enlarged vestibular aqueduct and appear to be euthyroid. Mice, in contrast to human patients, do not exhibit goiter. Adult *Slc26a4*^-/- ^mice do not generate an endocochlear potential, which is generated by stria vascularis and is necessary for normal hearing [15,17].

We have shown that adult *Slc26a4*^-/- ^mice show signs of degeneration of stria vascularis, including hyperpigmentation and marginal disorganization [15,17]. It remains unclear, however, whether hyperpigmentation and marginal cell disorganization occurred before or after the normal onset of hearing (P10 or P15, respectively). Further, it remains unclear whether the disorganized surface epithelial cells were all marginal cells or whether different cells rose to the epithelial surface of stria vascularis, giving rise to the disorganized appearance. In the present study, we determined the time course of hyperpigmentation and marginal disorganization. Further, we tested the hypothesis that hyperpigmentation and marginal cell disorganization is a consequence of tissue inflammation including an invasion of inflammatory cells.

## Methods

### Animals

Breeding pairs of *Slc26a4*^-/- ^and *Slc26a4*^+/+ ^mice were obtained from the colony of Dr Susan Wall (Emory University, Atlanta, GA, USA) to establish a new colony at KSU. Mice used for this study were anaesthetized either with 4% tribromoethanol (0.014 ml/g body weight i.p.) or pentobarbitol (0.1 mg/g body weight, i.p.) and sacrificed by decapitation or by transcardial perfusion. Transcardial perfusion consisted of Cl^-^free solution (6 ml, 1 min) followed by Cl^- ^free solution containing 4% paraformaldehyde (24 ml, 4 min). Cl^- ^free solution contained mM 150 mM Na-gluconate, 1.6 mM K_2_HPO_4_, 0.4 mM KH_2_PO_4_, 4 mM Ca-gluconate_2_, 1 mM MgSO_4 _and 5 mM glucose, pH 7.4.

Mice that either express (*Slc26a4*^+/+ ^or *Slc26a4*^+/-^) or lack (*Slc26a4*^-/-^) a functional pendrin gene were studied at four developmental stages, before and after the age that marks the onset of hearing at postnatal day 10 (P10) and P15, respectively, after weaning (P30-41) and adult (P74-170). Genotypes were determined by PCR as described previously [20]. All procedures involving animals were approved by the Institutional Animal Care and Use Committee of Kansas State University.

### Confocal microscopy of cryosections

Temporal bones from age matched *Slc26a4*^-/- ^and *Slc26a4*^+/- ^mice were rendered blood free and fixed by transcardial and perilymphatic perfusion with Cl^- ^free solution containing 4% paraformaldehyde. Temporal bones were decalcified in EDTA, processed through a sucrose gradient and infiltrated with polyethylene glycol. Mid-modiolar cryosections (12 μm, CM3050S, Leica, Nussloch, Germany) were blocked in PBS-TX (137 mM NaCl, 10.1 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, 2.7 mM KCl, pH 7.4 with 0.2% Triton X 100) and 5% bovine serum albumin. Slides were incubated overnight at 4°C with Alexa-488 conjugated rat anti-mouse *CD68 *antibody (1:25, Serotec, Raleigh, NC, USA) in PBS-TX with 1–3% BSA. After incubation, slides were washed with PBS-TX, mounted with FluorSave (Calbiochem, La Jolla, CA, USA), and viewed by confocal and laser scanning brightfield microscopy (LSM 510 Meta, Carl Zeiss, Göttingen, Germany).

### Confocal microscopy of whole-mounts

Temporal bones from age matched *Slc26a4*^-/- ^and *Slc26a4*^+/- ^mice were rendered blood free by transcardial perfusion with Cl^- ^free solution. Stria vascularis was obtained by microdissection and fixed for 2 hrs at 4°C in Cl^- ^free solution containing 4% paraformaldehyde, washed twice in Cl^- ^free solution and once in PBS-TX and then blocked with 5% BSA in PBS- TX for 45 min at RT and then washed three times in PBS-TX. Stria vascularis was then incubated overnight at 4°C either with Alexa-488 conjugated rat anti-mouse *CD68 *antibody (1:25, see above) or goat anti-*Kcnq1 *primary antibody (1:200, C20, Santa Cruz Biotechnology, Santa Cruz, CA, USA) in PBS-TX with 1–3% BSA. Tissues incubated with goat anti-*Kcnq1 *primary antibody were washed with PBS-TX and incubated for 1 h at 25°C with chicken anti-goat Alexa 594 secondary antibody, 1:1,000 (Molecular Probes, Eugene, OR, USA) in PBS-TX with 1–3% BSA.

After antibody incubation, stria vascularis was washed in PBS-TX (0.2% Triton-X) and stained with phalloidin conjugated to Alexa 594 (1:40; Invitrogen, Carlsbad, CA, USA), washed three times with PBS-TX, mounted with FluorSave (Calbiochem), and viewed by confocal and laser scanning brightfield microscopy (LSM 510 Meta, Carl Zeiss).

### RNA isolation

Temporal bones were removed and stria vascularis and spiral ligament were obtained by microdissection. Microdissection solutions were changed twice and isolated tissues were washed to minimize contamination between tissue fractions. In addition, liver and spleen were collected and rapidly frozen in liquid nitrogen. Total RNA was isolated and residual DNA contamination was removed by DNase treatment (RNeasy micro, Qiagen, Valencia, CA, USA). Frozen samples of liver and spleen were pulverized and homogenized. Total RNA was isolated and freed from DNA contamination (RNeasy mini, Qiagen). Isolated RNA was either used immediately or diluted and stored at -80°C for later analysis (RNA storage solution, Ambion, Austin, TX, USA).

### Gene array

Total RNA was isolated from stria vascularis of adult *Slc26a4*^+/+ ^and *Slc26a4*^-/- ^mice (P148 ± 3 and P153 ± 1, respectively). The minimal amount of blood present within capillaries was deemed insignificant; no cardiac perfusion was performed. Isolated RNA was concentrated and frozen for shipment to the Biotechnology Support Facility at University of Kansas Medical Center. A total of six chips were run; each chip was used to analyze RNA pooled from two animals. Three chips each were used to analyze RNA expression in stria vascularis of *Slc26a4*^+/+ ^and *Slc26a4*^-/- ^mice. RNA was amplified by two rounds of amplification, and cRNA was hybridized to high-density oligonucleotide gene chips (Small sample protocol, version II; mouse 430 2.0 gene chip, Affymetrix, Santa Clara, CA, USA). Gene array data were analyzed using commercial software (GCOS, Affymetrix; Genespring, Silicon Genetics, Redwood City, CA, USA) as well as custom-written macros (Excel, Microsoft, Redmond, WA, USA). Quality metrics conformed with MIAME standards (Table 1). Present/absent calls and averaged signal intensities (average of data obtained from three chips) were used to determine expression and changes in expression levels, respectively.

**Table 1:** Quality metrics of gene arrays. Gene array data were deposited at GEO (GSE4749). The required MIAME quality metrics are given as average ± SD.

Chips	Scale Factor	Average call (All)	Present calls (%)	Background intensity	Noise	Raw Q
6	3.05 ± 1.07	682.9 ± 23.6	42.2 ± 3.1	100.3 ± 18.9	5.4 ± 1.1	3.1 ± 0.5

In the tabulated data summaries, 'Intensity' for *Slc26a4*^+/+ ^and for *Slc26a4*^-/- ^samples represents averages of data from one or more probes. For example, the gene *Slc12a2 *is represented on the chip by four probes. Present calls (P) were summarized for all three chips, e.g. 12/12 indicates that this gene was called present by all 12 probes (4 × 3 = 12); 9/15 indicates that the gene is represented by 5 probes on the 3 chips (5 × 3 = 15) and that the gene was called present by 9 of the 15 probes.

Ratios of intensity values (*Slc26a4*^-/- ^to *Slc26a4*^+/+^) were calculated for each probe and averaged. Average ratios > 1.000 were reported as *Fold *with the *Direction *'up'. Average ratios < 1.000 were inverted (1/average ratio) and reported as *Fold *with the *Direction *'down'. *Fold *values are given in the tables only when the gene was called Present (P) in *Slc26a4*^+/- ^or *Slc26a4*^-/- ^samples in at least half of the available probes. The direction of the fold change is only given when it exceeded 1.30. Fold changes lower than 1.30 were not considered significant.

### Quantitative RT-PCR

Age and sex matched *Slc26a4*^-/- ^and *Slc26a4*^+/- ^mice were rendered blood free by transcardiac perfusion with Cl^- ^free solution. Total RNA was isolated from microdissected stria vascularis and spiral ligaments, as well as from liver and spleen. In each 96-well plate, the expression of seven different genes as well as 18S rRNA was analyzed. Total RNA from stria vascularis and spiral ligaments or from spleen and liver of one *Slc26a4*^-/- ^and one matched *Slc26a4*^+/- ^mouse was analyzed in duplicate reactions in parallel to allow paired comparisons (paired t-test). qRT-PCR was performed in the presence of 0.5× SYBR green I on total RNA isolated from individual animals using gene specific primers (One step RT-PCR kit, Qiagen; iCycler, BioRad, Hercules, CA, USA; SYBR green I, Molecular Probes; Table 2). RT was performed for 30 min at 50°C and 15 min at 95°C. PCR consisted of 40 cycles of 1 min at 60°C, 1 min at 72°C, 20 s hot measurement, and 1 min at 94°C. Specificity of primers was verified by sequencing. The generation of a single product of the appropriate size was verified by agarose gel electrophoresis.

**Table 2:** Sequences of gene specific primers

Gene	Primer sequence	Product length (bp)
18S	gag gtt cga aga cga tca ga (sense)	
	tcg ctc cac caa cta aga ac (antisense)	317
*C1r*	aac aag atg ctg ctg acc (sense)	
	tat tca agg ctg gag aca tag (antisense)	302
*C3*	atc cga tac tac acc tacc (sense)	
	cct ggt ttc ctt caa tcc (antisense)	307
*Ptprc (Cd45)*	tgt tga cag agt tag tga atg g (sense)	
	gtg gac gag gat gga tgc (antisense)	323
*Lyzs*	cct gct ttc tgt cac tgc tc (sense)	
	ggt gta atg atg gca aaa cc (antisense)	235
*Il1a*	aca cta tct cag cac cac ttg g (sense)	
	gca ccc gac ttt gtt ctt tgg (antisense)	311
*Il6*	ctg caa gag act tcc atc c (sense)	
	tat atc cag ttt ggt agc atc c (antisense)	300
*Il12a*	tca atc acg cta cct cct c (sense)	
	ctg ttg tgg aag aag tct ctc (antisense)	302
*Nos2*	gtt tga cca gag gac cca ga (sense)	
	acc tga tgt tgc cat tgt tg (antisense)	354
*Nos3*	cct aca gag cag caa atc ca (sense)	
	gcc ttt ctc cag ttg ttc ca (antisense)	202
*Otos*	atg cag ccc tgt ctg ctg tgg tgg (sense)	
	gtc ctc ctg gta ggg aac atg gaa (antisense)	267
*Tyr*	gcc tgt gcc tcc tct aag (sense)	
	ttc taa tca aga ctc gct tct c (antisense)	295

Template molecules were quantified according to T = 10^log (P_Ct_)/(E_avg_^C_t_), where P_Ct _is product molecules at C_t_, E_avg _is the average efficiency and C_t _is cycle at which the fluorescence of the product molecules reached a set threshold. Efficiencies for individual reactions was obtained from the slope of the log-linear phase of the growth curve using an Excel-based program (LinRegPCR) [21].

The number of product molecules at C_t _(P_Ct_) was calculated by amplifying known numbers of 18S rRNA (T_18S_) molecules according to P_Ct _= T_18S _× E_18S_^C_t_, where E_18S _is the average efficiency of all the 18S rRNA reactions. The mass of 18S rRNA in 1 μg of total RNA was estimated to calculate the number of 18S rRNA molecules in a given amount of RNA sample. Calculations were based on three assumptions: firstly, total RNA consists to 100% of 18S and 28S rRNA. Secondly, 18S and 28S rRNA occur in a 1:1 ratio. Thirdly, murine 18S and 28S rRNA contains 1869 and 4712 nucleotides [Genbank: X00686] and [Genbank: X00525], respectively. The mass of 18S rRNA per 1 μg of total RNA was estimated to be 0.284 μg, equivalent to 4.7 × 10^-13 ^mol or 2.8 × 10^11 ^molecules of 18S rRNA (molecular weight of 18S rRNA estimated to be 598,080).

### Western blotting

Temporal bones from age matched *Slc26a4*^-/- ^and *Slc26a4*^+/- ^mice were rendered blood free by transcardial perfusion with Cl^- ^free solution. Stria vascularis and spiral ligament were isolated by microdissection. Proteins in stria vascularis and spiral ligament from one animal were isolated by heating (10 min, 95°C) in 20 μl of a diluent (Compound B, NanoOrange, Invitrogen). After cooling (20 min, RT), the isolated protein was quantified (NanoOrange, Invitrogen) and either used immediately in Western blots or stored at -80°C.

Proteins (15 μg per well) were denatured in the presence of Laemmli sample buffer (62.5 mM Tris-HCl, pH 6.8, 25% glycerol, 2% SDS, 0.01% bromophenol blue, 5% 2-mercaptoethanol) at 80°C for 5 min and resolved by electrophoresis (150 V for 45 min) in 4–15% polyacrymalide Tris-HCl gradient gels (10 well mini-gel, BioRad laboratories, Inc., Hercules, CA, USA). Molecular weight standards were used to estimate molecular weights (Precision Markers, BioRad). Proteins were transferred in transblot buffer (25 mM Tris, 192 mM glycine, 20% v/v methanol, pH 8.3). (25 V, 1 h; XCell II blot module, Invitrogen) onto a nitrocellulose membrane (0.2 μm, BioRad).

Nitrocellulose membranes were first evaluated for lysozyme expression, then stripped (Restore Western Blot Stripping Buffer, Pierce, Rockford, IL, USA) and evaluated for actin expression. Membranes were blocked in TBS-Tween (20 mM Tris-Cl, pH 7.6 with 0.1% Tween) containing 5% non-fat dry milk powder (BioRad) and incubated (1 hr RT) with rabbit anti-human lysozyme primary antibody (1:500; Dakocytomation, Carpinteria, CA) or rabbit anti-Actin primary antibody (1:1,000; Sigma) in TBS-Tween containing 5% non-fat dry milk. Membranes were washed three times with TBS-Tween and then incubated with horseradish peroxidase conjugated donkey anti-rabbit antibody (1:25,000, Amersham Biosciences) in TBS-Tween containing 5% non-fat dry milk. The membranes were washed again three times with TBS-Tween and then treated with chemiluminescent detection agents (SuperSignal West Femto Maximum Sensitivity Substrate; Pierce), exposed to film (CL-XPosure Film, Pierce), which was developed immediately (XOmat 2000A, Kodak, Rochester, NY, USA).

### Statistics

Numeric data are presented at average ± sem, unless specified otherwise. The number (n) of animals, blots or cells is given. Differences were determined by paired t-tests. Significance was assumed at p < 0.05.

## Results and Discussion

### Cellular reorganization of stria vascularis

Previously, we reported that stria vascularis of adult *Slc26a4*^-/- ^mice is hyperpigmented and that marginal cells appear disorganized [15,17]. Stria vascularis was obtained from age matched *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice and hyperpigmentation was evaluated by laser-scanning light microscopy. Hyperpigmentation was absent at P10 and P15 but observed after weaning (P33-41) and in adult (P84-96) *Slc26a4*^-/- ^mice (Fig. 1).

**Figure 1:**
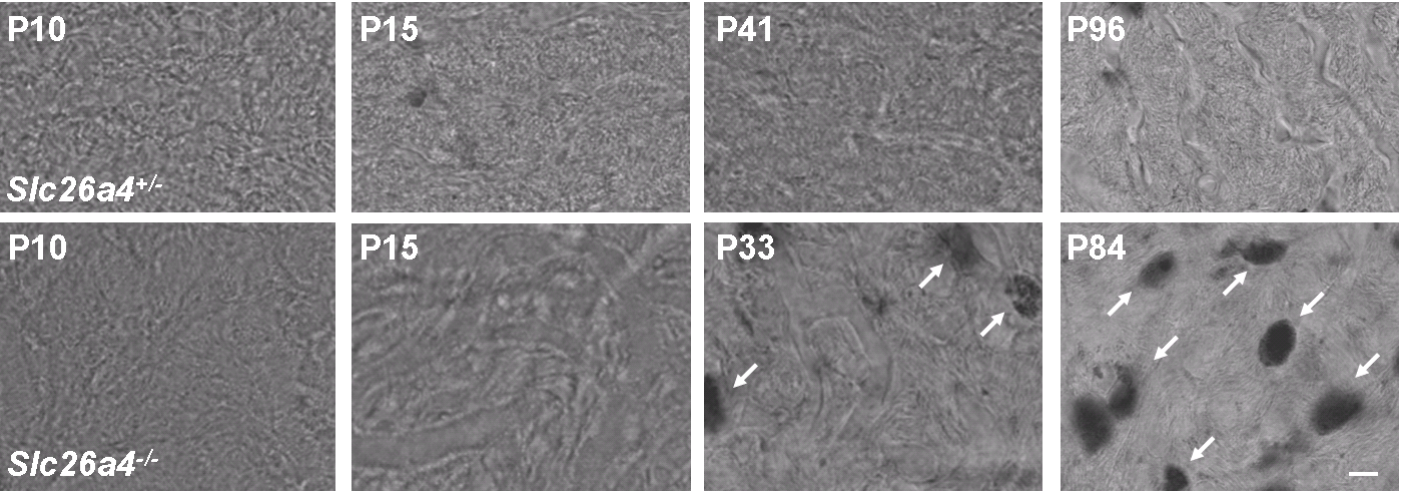
**Hyperpigmentation in stria vascularis**. The time course of hyperpigmention during development was determined by laser scanning brightfield microscopy of stria vascularis whole-mounts. Top: images from *Slc26a4*^+/- ^mice of various ages (P, postnatal day). Bottom: images from *Slc26a4*^-/- ^mice. Note that hyperpigmentation (arrows) was observed in *Slc26a4*^-/- ^mice at P33 and P84 but not at P10 or P15. No hyperpigmentation was observed in *Slc26a4*^+/- ^mice. The scale bar shown in the bottom right image represents 10 μm and pertains to all images in this figure.

Marginal cells can be identified by there expression of the K^+ ^channel *Kcnq1 *in their apical membrane [17]. To gain information on the identity of surface epithelial cells, expression of *Kcnq1 *was visualized by immunocytochemistry and F-actin, a marker for tight junctions, was visualized by phalloidin staining. Marginal cells at all ages of *Slc26a4*^+/- ^mice and at P10 and P15 of *Slc26a4*^-/- ^mice expressed the K^+ ^channel *Kcnq1 *evenly. Little variation was observed in cell surface areas at all ages of *Slc26a4*^+/- ^mice and at P10 and P15 of *Slc26a4*^-/- ^mice, and variations appeared normally distributed (Figs 2 and 3). The average cell surface area of marginal cells in *Slc26a4*^+/- ^mice was 104 ± 2 μm^2 ^(n = 120). No significant differences were detected in *Slc26a4*^+/- ^mice of different ages. In contrast, the average cell surface areas of marginal cells in P10 and P15 *Slc26a4*^-/- ^mice were significantly larger, 236 ± 12 μm^2 ^(n = 30) and 232 ± 12 μm^2 ^(n = 30), respectively. This enlargement of the apical surface area of marginal cells is consistent with the understanding that *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice do not differ in the total number of marginal cells, and that cell surface areas are enlarged to cover the larger area that results from the enlarged cochlear diameter found in *Slc26a4*^-/- ^mice.

**Figure 2:**
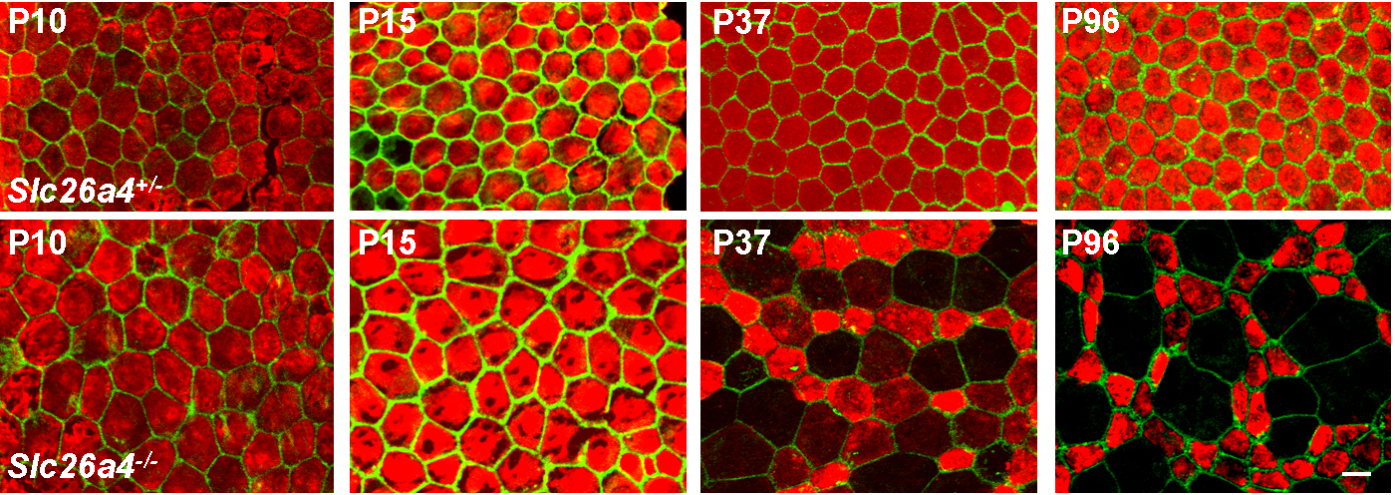
**Loss of Kcnq1 expression in marginal cells**. The time course of marginal cell reorganization during development was determined by confocal immunohistochemistry of *Kcnq1 *(red) and phalloidin-staining of *α-actin *(green) of stria vascularis in whole-mounts. *Top*, images from *Slc26a4*^+/- ^mice of various ages. *Bottom*, images from *Slc26a4*^-/- ^mice. Note that marginal cells of *Slc26a4*^+/- ^mice expressed *Kcnq1 *homogeneously in their apical membrane and that apical membrane surface areas displayed little variation in size. Marginal cells of *Slc26a4*^-/- ^mice at P10 and P15 expressed *Kcnq1 *homogeneously, too, and apical membrane surface areas showed little variation in size. However, surface areas were larger compared to *Slc26a4*^+/- ^mice. At P37, expression of *Kcnq1 *in *Slc26a4*^-/- ^mice was reduced in some marginal cells and maintained in others. Loss of *Kcnq1 *expression correlated with an enlargement of the apical membrane surface area and maintenance of *Kcnq1 *expression correlated with a reduction in the apical membrane surface area. This segregation of marginal cells was more drastic at P96. The scale bar shown in the bottom right image represents 10 μm and pertains to all images in this figure.

**Figure 3:**
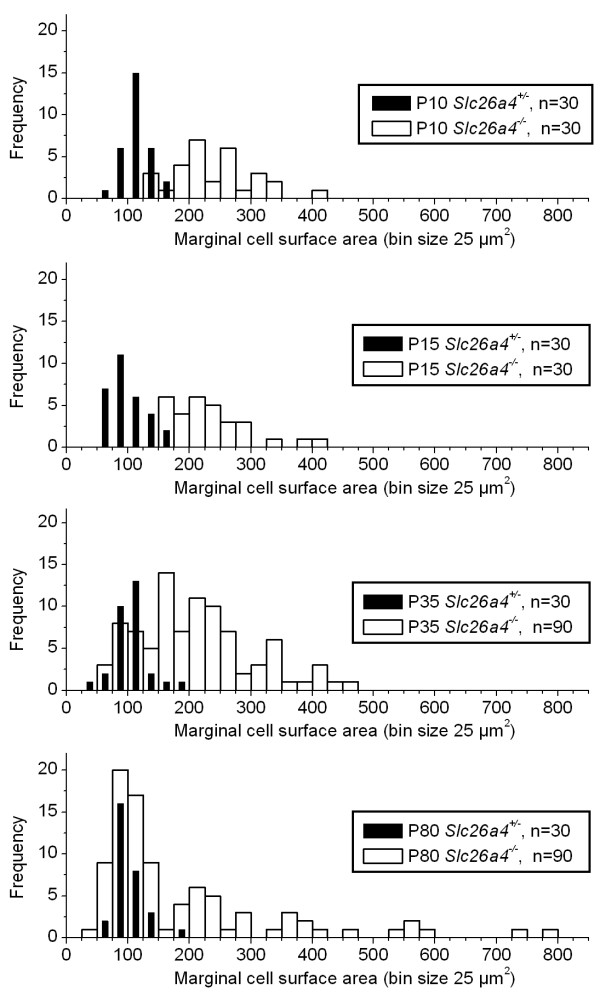
**Reorganization of marginal cells**. Apical surface areas of marginal cells were measured using images of whole-mounts of stria vascularis as shown in Fig. 2. Frequency histograms (bin size 25 μm^2^) of surface area measurements were constructed. The number (n) of cells contributing to each histogram is given. Note that surface areas in *Slc26a4*^+/- ^mice of all ages were normally distributed and narrowly centered at ~ 100 μm^2^. The distribution of surface areas in *Slc26a4*^-/- ^mice progressed during development from a distribution centered at ~ 240 μm^2 ^to a wide multimodal distribution with peaks centered at ~ 100 and ~ 240 μm^2^.

After weaning, marginal cells of *Slc26a4*^-/- ^mice began to reorganize, leading to a multimodal distribution of cell surface areas (Figs 2 and 3). Most interestingly, marginal cells that reduced their surface areas from ~ 240 to ~ 100 μm^2 ^retained dense expression of *Kcnq1*, whereas marginal cells that increased their surface area gradually lost *Kcnq1 *expression. The degree of *Kcnq1 *staining in stria vascularis of P37 *Slc26a4*^-/- ^mice correlated inversely with the size of the cell surface area. Stria vascularis of adult *Slc26a4*^-/- ^mice consisted of a mosaic of *Kcnq1*-expressing and degenerated marginal cells. *Kcnq1*-expressing marginal cells are likely to remain functional, given that *Kcnq1 *is essential for K^+ ^secretion and the endolymphatic K^+ ^concentration was found to be normal (~ 140 mM) in adult *Slc26a4*^-/- ^mice [17,22,23].

### Expression analysis by gene array

Gene expression in stria vascularis was analyzed by gene array to gain data on the cause of marginal cells reorganization. 

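Stria vascularis is the epithelium of the cochlear lateral wall that secretes K+ into endolymph and generates the endocochlear potential. Its RNA was hybridised to 3 Affymetrix mouse gene chips per genotype, each with total RNA pooled from 2 animals, so that 6 Slc26a4+/+ and 6 Slc26a4-/- mice were measured. The paper gives their ages as P148 ± 3 and P153 ± 1, and the mice were not perfused. Slc26a4, the gene of the anion exchanger pendrin that the Slc26a4-/- mice lack, had signals of 1354, 1262 and 793 on the 3 Slc26a4+/+ arrays and 520.2, 717 and 618.5 on the 3 Slc26a4-/- arrays. Its log2 fold change was -0.85 (SE 0.23, adjusted p = 0.119 from limma). Where its probe set lies relative to the deleted part of the gene is not given in the sources used here, so these signals do not check the genotype labels. The authors deposited GCOS signals, which summarise the intensity of the probes of a probe set and were already scaled. The mean signal was 666, 697 and 725.3 on the Slc26a4+/+ arrays and 669, 671 and 667 on the Slc26a4-/- arrays. The median signal of Slc26a4+/+ replicate 3 was 189, against 140.2 to 155 on the other arrays. The ratio of the 3′ to the 5′ probe sets of Gapdh, a glycolytic enzyme, rises as RNA is degraded. It was 2.25, 7.19 and 10.5 on the Slc26a4+/+ arrays and 3.70, 3.8 and 3.34 on the Slc26a4-/- arrays. Genes of the sex chromosomes also differed between the genotypes, so the pools differed in sex and sex is confounded with genotype. Xist, a transcript of the inactive X chromosome, had signals of 771, 3358 and 1022 in Slc26a4+/+ and 5634, 5529.6 and 5863 in Slc26a4-/-, and the Y-linked gene Eif2s3y had 1541, 639.9 and 805 in Slc26a4+/+ and 3.10, 3.60 and 3.10 in Slc26a4-/-. The background of an array was taken as the 95th percentile of its 44 olfactory receptor probe sets, and it lay between 187 and 319, below 35.7 to 43.3% of all probe sets. Log2 signals of 45037 probe sets were compared by limma with a trend of the spread on the signal and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 535 probe sets were higher and 243 were lower in Slc26a4-/-. Of all probe sets, 5365 had an unadjusted p under 0.05. With each array centred on its median, 359 were higher and 89 lower, which makes 80.1% of them higher against 68.8% before. Without the trend 93 were higher and 21 lower. In total 778 probe sets passed, against 219 to 1714 with 1 array left out and 4084 with array weights. With the Xist signal as a covariate, a test added after the data were seen, 27 passed. Xist was lower on every Slc26a4+/+ array than on any Slc26a4-/- array, so this covariate overlaps with the genotype. Its low counts, here and for the gene lists, therefore cannot tell sex from genotype. A gene is reported by its probe set with the highest mean log2 signal, as the mean ± SD of the 3 arrays of a genotype. Where a gene was below background on every array of 1 genotype, its change is given as a bound. The bound sets the mean log2 signal of the brighter genotype against the dimmer genotype's mean of, on each array, the higher of the background and the gene's own signal. The number of arrays limits the precision of every value.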

The quality of the gene array was determined by quality metrics (Table 1), and the quality of the expression analysis was determined by an evaluation of genes that are known to be expressed in stria vascularis (Table 3) and by an evaluation of genes that are known to be expressed in neighboring tissues that could have served as sources of contamination (Table 4). As expected, genes known to be expressed in marginal, intermediate basal and spindle cells were present in *Slc26a4*^+/+ ^and *Slc26a4*^-/- ^mice (Table 3). 

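Of the genes in Table 3, 18 could be named from the annotation of the probe sets, and all 18 were above background in at least 2 arrays of a genotype. Slc12a2, the basolateral Na-K-Cl cotransporter of marginal cells, had a signal of 23676 ± 4615 in Slc26a4+/+ and 17553 ± 525 in Slc26a4-/- (SD, n = 3 arrays). Atp1b1 and Atp1b2 encode β subunits of the Na,K-ATPase. The signal of Atp1b1 was 16923 ± 4175 in Slc26a4+/+ and 13671 ± 1108 in Slc26a4-/-, and that of Atp1b2 was 15622.5 ± 3873 in Slc26a4+/+ and 11636 ± 693 in Slc26a4-/-. Kcnj10, the K+ channel of intermediate cells, had 17169 ± 1816 in Slc26a4+/+ and 17005 ± 541 in Slc26a4-/-. Gjb6, a connexin of the gap junctions between basal and intermediate cells, had 15257 ± 1018 in Slc26a4+/+ and 13059.8 ± 444 in Slc26a4-/-. Tyr, the enzyme that starts melanin synthesis, had 5966 ± 891 in Slc26a4+/+ and 8403 ± 260.3 in Slc26a4-/-. None of these 6 genes passed the test between the genotypes (limma, adjusted p between 0.163 and 0.989). The lowest signal of Table 3 in Slc26a4-/- was that of Kcnma1, a large-conductance K+ channel, which was above background on 2 of the 3 Slc26a4-/- arrays. The count of genes above background was also 18 with the 90th or the 99th percentile of the olfactory receptor probe sets as background.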

Interestingly, genes known to be expressed in marginal cells were downregulated in *Slc26a4*^-/- ^mice (Table 3A). In contrast, no change in expression was observed for genes known to be expressed in intermediate and/or basal cells (Table 3B). These data are consistent with a partial degeneration of marginal cells.

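Kcne1, the β subunit that forms the apical K+ channel of marginal cells with Kcnq1, fell from 8866 ± 1034 in Slc26a4+/+ to 3668 ± 349 in Slc26a4-/- (SD, n = 3), a log2 fold change of -1.27 (SE 0.14, adjusted p = 0.00237). Kcnma1 fell from 644 ± 147.7 to 234 ± 34.0, above background on 2 of the 3 Slc26a4-/- arrays, by 1.44 on the log2 scale (adjusted p = 0.0155). Kcnk1, a K+ channel that sets the resting membrane potential, fell as well, with 4619 ± 167 and 3031 ± 220.3 and a log2 fold change of -0.61 (SE 0.13, adjusted p = 0.0465). Kcnq1, the pore of the apical K+ channel, had signals of 4375 ± 281 and 3067 ± 104 (adjusted p = 0.0889) and did not pass the test. All 8 measured genes of Table 3A had a negative log2 fold change, with a median of -0.56. The paper lists them for marginal and spindle cells, and they include Slc26a4, the targeted gene, at -0.85. Of these 8, 3 were lower and 0 higher by limma, and 6 were lower when adjusted over the list alone. The list as a whole was lower than the other genes on the arrays (camera, adjusted p = 1.08e-07, and 0.0331 as the adjusted p with an estimated correlation). Uty, a Y-linked gene, also differed between these arrays, at 592 ± 187 in Slc26a4+/+ and 54.4 ± 6.00 in Slc26a4-/-, and the 3′ to 5′ ratio of actin reached 4.10 and 3.88 on Slc26a4+/+ replicates 2 and 3 against 1.78 to 2.25 elsewhere. Kcne1 alone passed without Slc26a4+/+ replicate 2 or without any 1 of the Slc26a4-/- arrays, and also with each array centred on its median, which left a count of 1 each time. The count was 0 without the trend and 0 with the Xist signal as a covariate, the latter added after the data were seen.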

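Among the genes of intermediate and basal cells 1, Gpx1, rose. Gjb2, a connexin of the cochlear gap junctions, had a signal of 12785 ± 1575 in Slc26a4+/+ and 12629 ± 195 in Slc26a4-/- (SD, n = 3), and Car2, a carbonic anhydrase, had 9139 ± 2099 in Slc26a4+/+ and 9167 ± 1852 in Slc26a4-/-. Sod1, a superoxide dismutase, had 13729 ± 1299 in Slc26a4+/+ and 10856 ± 375 in Slc26a4-/-. The adjusted p was 0.987 for Gjb2, 0.991 for Car2 and 0.367 for Sod1. Gpx1, a glutathione peroxidase, rose from 2633 ± 466 to 4320.4 ± 245, a log2 fold change of 0.73 (SE 0.15, adjusted p = 0.0499). Of the 10 genes of Table 3B, 1 was higher and 0 lower by limma, and 2 were higher when adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 1 was lower, and the median log2 fold change was -0.01 (camera, adjusted p = 0.995). A separate list of 9 basal cell and tight junction genes held none that passed in limma, with 1 lower at an unadjusted p under 0.05, 0 lower by the methods' t-test and a median log2 fold change of -0.04 (camera, adjusted p = 0.599). Cldn11, the claudin that seals the basal cell layer, had 6117 ± 687 in Slc26a4+/+ and 6900.4 ± 476 in Slc26a4-/-. In the list of 14 melanocyte genes, 2 rose, 0 fell, and 5 were higher when adjusted over the list alone. Tyrp1, an enzyme of eumelanin synthesis, was below background on every Slc26a4+/+ array (46.2 ± 30.4) and at 1485.5 ± 256 in Slc26a4-/-, at least 5.70-fold higher (adjusted p = 0.000276). Pmel, the fibril protein of melanosomes, rose from 212 ± 46.6, above background on 1 of the 3 Slc26a4+/+ arrays, to 648 ± 34.6, while Dct, another enzyme of melanin synthesis, had 20757 ± 3200.1 and 17630.3 ± 313 (adjusted p = 0.642). The melanocyte list had a median log2 fold change of 0.22 (camera, adjusted p = 0.00408, but adjusted p = 0.240 with an estimated correlation). The Y-linked gene Kdm5d moved with the genotype on the same arrays, at 363 ± 118 and 38.3 ± 16.7. Gpx1 no longer passed with a pseudocount of 16 or 64, with centring on the median or the 75th percentile, without the trend, with the Xist signal as a covariate, without Slc26a4+/+ replicate 2 or 3, or without any 1 of the Slc26a4-/- arrays, and Pmel did not pass without Slc26a4-/- replicate 2 or 3. The melanocyte count was 1 without the trend and 0 with the Xist signal as a covariate.

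**Figure D1:**
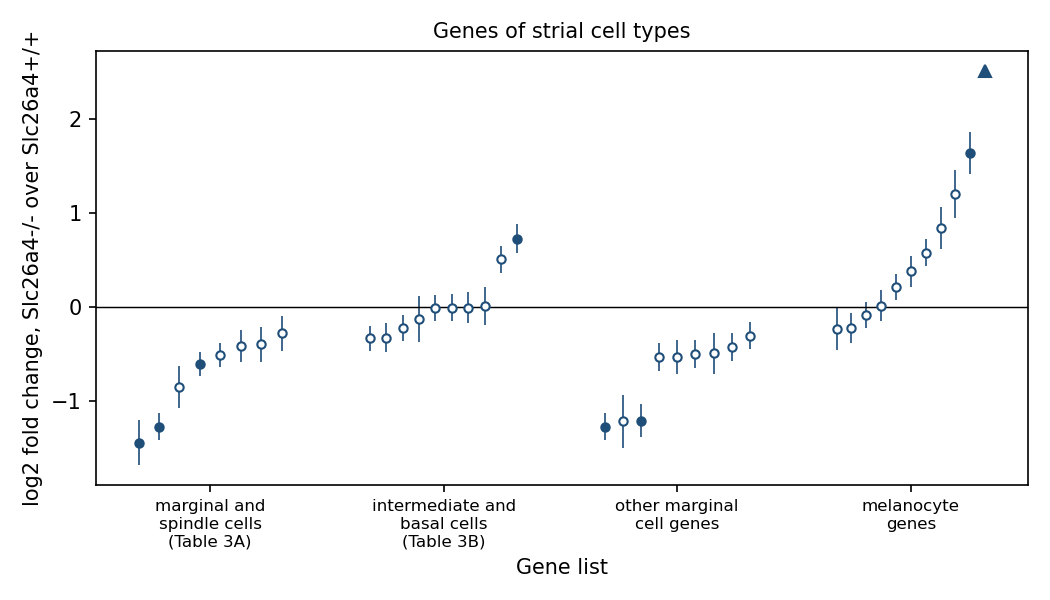
Each point is 1 gene, grouped along the x axis by gene list, and the y axis gives its log2 fold change in Slc26a4-/- over Slc26a4+/+ from limma with its standard error as a bar (3 arrays per genotype). Filled symbols passed an adjusted p of 0.05, the triangle is the lower bound for Tyrp1, and genes below background on every array are left out. Kcnma1 lies lowest at -1.44, both lists of marginal cell genes lie below 0, and the intermediate and basal cell genes lie on both sides of it.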

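Of the marginal cell genes outside Table 3, 1 fell, Atp13a5, a transport ATPase of the P type. It went from 4828 ± 938 in Slc26a4+/+ to 2079.6 ± 316 in Slc26a4-/- (SD, n = 3), a log2 fold change of -1.21 (SE 0.17, adjusted p = 0.00837). Bsnd, the accessory subunit of the basolateral Cl- channels, had 549.7 ± 70.3 in Slc26a4+/+ and 248 ± 103 in Slc26a4-/- (adjusted p = 0.0748). Esrrb, a nuclear receptor needed for marginal cell identity, had 3428 ± 1014 in Slc26a4+/+ and 2370.0 ± 278 in Slc26a4-/- and did not pass, while another of its probe sets fell from 3840.3 ± 155 to 1861 ± 297 (adjusted p = 0.00788). A list of 9 marginal cell genes shares Kcne1 with Table 3, and of these 2, Kcne1 and Atp13a5, were lower and 0 higher by limma, and 7 were lower when adjusted over the list alone. Their median log2 fold change was -0.53 (camera, adjusted p = 2.02e-08, and adjusted p = 0.0444 with an estimated correlation). Among 6 genes of spindle and root cells, 1 rose and 0 fell. P2rx2, an ATP-gated cation channel, was below background on every Slc26a4+/+ array (223 ± 53.0) and at 595.5 ± 85.1 in Slc26a4-/-, at least 2.29-fold higher (adjusted p = 0.0167). Anxa1, a phospholipid-binding protein of spindle cells, had 15409.6 ± 2323 in Slc26a4+/+ and 16233 ± 219 in Slc26a4-/-. When adjusted over the list alone, 1 gene was higher and 1, Slc26a4 itself, was lower, and the list's median log2 fold change was -0.15 (camera, adjusted p = 0.821). Replicates 2 and 3 of Slc26a4+/+, those with the highest Gapdh ratios, and the sex-linked genes also set the Slc26a4+/+ arrays apart from the Slc26a4-/- arrays here. Atp13a5 did not pass without Slc26a4-/- replicate 2 or 3, when 2 and 1 of the 9 marginal cell genes passed, and P2rx2 did not pass without Slc26a4+/+ replicate 2 or any 1 of the Slc26a4-/- arrays, a count of 0. Centring each array on its median left 1 of the 9 marginal cell genes, Kcne1, so Atp13a5 did not pass there either. Without the trend 0 of the 9 marginal cell genes passed and 0 of the spindle and root cell genes, and with the Xist signal as a covariate 0 and 0. From lower expression of marginal cell genes, beside genes of intermediate and basal cells that it finds without change, the paper proposes that marginal cells were partly degenerated.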

**Table 3:** Genes that were expected to be expressed in stria vascularis.

			*Slc26a4*^+/+^		*Slc26a4*^-/-^			
No.	Gene	Description	Intensity	P	Intensity	P	Fold	Direction
1	*Slc12a1*	Na^+^/2Cl^-^/K^+ ^cotransporter	14,664	12/12	10,656	12/12	1.33	down
2	*Atp1a1*	Na^+^/K^+ ^ATPase, alpha	7,276	9/15	5,440	9/15	2.06	down
3	*Atp1b1*	Na^+^/K^+ ^ATPase, beta1	10,593	12/18	8,587	12/18	1.20	
4	*Atp1b2*	Na^+^/K^+ ^ATPase, beta2	8,057	6/6	5,984	6/6	1.41	down
5	*Kcnq1*	K^+ ^channel, alpha	858	15/24	542	11/24	2.48	down
6	*Kcne1*	K^+ ^channel, beta	9,042	6/6	3,490	6/6	2.60	down
7	*Kcnma1*	K^+ ^channel, BK	270	10/18	159	9/18	1.72	down
8	*Kcnk1*	K^+ ^channel	2,667	6/6	1,670	6/6	1.92	down
9	*Slc26a4*	Pendrin	1,136	3/3	619	3/3	1.84	down
10	*Kcnj10*	K^+ ^channel	17,169	3/3	17,005	3/3	1.01	
11	*Car2*	Carbonic anhydrase	9,139	3/3	9,167	3/3	1.00	
12	*Gjb2*	Connexin 26	12,785	3/3	12,629	3/3	1.01	
13	*Gjb6*	Connexin 30	15,257	3/3	13,060	3/3	1.17	
14	*Sod1*	Superoxide dismutase	4,149	14/15	3,538	14/15	1.21	
15	*Cat*	Catalase	3,520	6/6	4,686	6/6	1.12	
16	*Gpx1*	Glutathione peroxidase	2,633	3/3	4,320	3/3	1.64	up
17	*Gpx3*	Glutathione peroxidase	12,526	3/3	9,898	3/3	1.27	
18	*Gpx4*	Glutathione peroxidase	11,224	6/6	10,421	6/6	1.06	
19	*Tyr*	Tyrosinase	3,520	6/6	4,686	6/6	1.16	

Genes that are expected to be expressed in marginal and spindle cells of stria vascularis (1–9) and genes that are expected to be expressed in intermediate and basal cells of stria vascularis (10–19) are listed. For parameters 'P', 'Fold' and 'Direction', see the Gene array section in Methods. Fold changes are given when a gene was called Present (P) in *Slc26a4*^+/- ^or *Slc26a4*^-/- ^samples in at least half of the available probes. The direction of the fold change is only given when it exceeded 1.30. Fold changes lower than 1.30 were not considered significant.

**Table 4:** Genes that were not expected to be expressed in stria vascularis.

			*Slc26a4*^+/+^		*Slc26a4*^-/-^			
No.	Gene	Description	Intensity	P	Intensity	P	Fold	Direction
1	*Pres*	Prestin	53	0/3	8	0/3		
2	*Kcnq4*	K^+ ^channel	160	0/6	160	0/6		
3	*Atp2b2*	PMCA2	35	0/9	116	3/9		
4	*Calb1*	Calbinin 28K	53	0/12	36	0/12		
5	*Calb2*	Calretinin	28	0/3	27	0/3		
6	*Ache*	Acetylcholinesterase	57	0/3	5	0/3		
7	*Slc1a3*	Glutamate transporter GLAST	122	3/18	154	8/18		
8	*Gria1*	Glutamate receptor, ionotropic	57	0/9	55	0/9		
9	*Atp6v1b1*	H^+ ^ATPase	58	0/3	26	0/3		
10	*Tecta*	Tectorin, alpha	62	0/3	52	0/3		
11	*Tectb*	Tectorin, beta	90	0/3	01	0/3		
12	*Otog*	Otogelin	230	0/3	63	0/3		
13	*Otof*	Otoferlin	231	0/3	214	0/3		
14	*Otop1*	Otopetrin 1	54	0/3	62	1/3		
15	*Otop2*	Otopetrin 2	247	0/3	203	0/3		
16	*Otop3*	Otopetrin 3	60	0/3	47	0/3		
17	*Otos*	Otospiralin	636	3/3	2,368	3/3	3.73	up
18	*Slc4a7*	Na^+^/HCO_3 _^- ^cotransporter	398	3/3	444	3/3	1.11	
19	*Kcnj16*	K^+ ^channel	280	2/6	239	1/6		

Genes that are expected to be expressed in the organ of Corti, the modiolus or the vestibular labyrinth but not in stria vascularis (1–16), and genes that are expected to be expressed in spiral ligament but not in stria vascularis (17–19) are listed. For parameters 'P', 'Fold' and 'Direction', see the Gene array section in Methods. Fold changes are given when a gene was called Present (P) in *Slc26a4*^+/- ^or *Slc26a4*^-/- ^samples in at least half of the available probes. The direction of the fold change is only given when it exceeded 1.30. Fold changes lower than 1.30 were not considered significant.

Genes known to be expressed in neighboring tissues were not found in stria vascularis, with the exception of otospiralin (*Otos*). 

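Genes of hair cells, neurons and the otolith and tectorial membranes were mostly near or below background in stria vascularis. Tecta, a protein of the tectorial membrane, had a signal of 61.7 ± 63.9 in Slc26a4+/+ and 51.9 ± 21.6 in Slc26a4-/- (SD, n = 3). Calb2, a Ca-binding protein of hair cells and neurons, had 28.2 ± 10.2 in Slc26a4+/+ and 27.4 ± 9.53 in Slc26a4-/-, and Slc26a5, the motor protein of outer hair cells, had 53.0 ± 40.2 in Slc26a4+/+ and 82.6 ± 14.0 in Slc26a4-/-. Of the 15 measured genes of the organ of Corti, modiolus and vestibular labyrinth, 3 were above background in at least 2 arrays of a genotype. These were Slc1a3, a glutamate transporter, with 387 ± 172 in Slc26a4+/+ and 449 ± 25.7 in Slc26a4-/-, Otof, a synaptic protein of inner hair cells, with 231 ± 45.4 in Slc26a4+/+ and 214 ± 42.0 in Slc26a4-/-, and Atp2b2. Atp2b2, a plasma membrane Ca-ATPase of hair cells, was below background on every Slc26a4+/+ array (78.6 ± 14.5) and at 322 ± 31.8 in Slc26a4-/-, at least 1.24-fold higher (limma, adjusted p = 0.00899). It was the 1 gene of the list that rose, 0 fell, and the count adjusted over the list alone was 1. Without any 1 of the Slc26a4-/- arrays, with the mean of all probe sets of a gene or with the Xist signal as a covariate, Atp2b2 did not pass, a count of 0. A filter on a mean signal of at least 300 kept 1 gene of the list and left Atp2b2 out untested. Otos, which encodes otospiralin, a protein of spiral ligament fibrocytes, rose from 636 ± 149 in Slc26a4+/+ to 2368 ± 542 in Slc26a4-/-, a log2 fold change of 1.89 (SE 0.22, adjusted p = 0.00276). Otos did not pass without the trend or with the Xist signal as a covariate, where 0 of the 2 measured spiral ligament genes of Table 4 did. Kcnj16, a K+ channel that the study lists beside Otos for spiral ligament, had 296 ± 83.4 in Slc26a4+/+ and 283 ± 24.3 in Slc26a4-/- (adjusted p = 0.976). The list's median log2 fold change was -0.03 for organ of Corti, modiolus and vestibular genes (camera, adjusted p = 0.995). Of the 45 measured genes of Tables 4, 6 and 7 together with Nos3 of the quantitative RT-PCR panel, 11, Nos3 included, were above background in at least 2 arrays of a genotype, against 13 and 8 with the 90th and 99th percentile of the olfactory receptor probe sets.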

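Fibrocytes of the spiral ligament express further genes besides Otos, and 14 such genes, Otos included, were measured. Of these, 4 rose in Slc26a4-/- and 0 fell by limma, and 5 were higher when adjusted over the list alone. Dcn, the matrix proteoglycan decorin, rose from 1042 ± 198 in Slc26a4+/+ to 3064 ± 373 in Slc26a4-/- (SD, n = 3), a log2 fold change of 1.57 (SE 0.17, adjusted p = 0.00184). Ucma, a secreted protein of cartilage, rose from 944 ± 36.9 to 2117 ± 74.8. Chad, a cartilage matrix protein, was below background on every Slc26a4+/+ array (73.8 ± 26.6) and at 863 ± 78.0 in Slc26a4-/-, at least 3.33-fold higher (adjusted p = 0.000278). Coch, the abundant matrix protein cochlin, had 2391 ± 1329 in Slc26a4+/+ and 2473 ± 426 in Slc26a4-/- (adjusted p = 0.885). Pou3f4, a transcription factor of otic mesenchyme, had 2664 ± 2041 in Slc26a4+/+ and 1375 ± 472 in Slc26a4-/- (adjusted p = 0.561). Car3, a carbonic anhydrase, had 12529.5 ± 466 in Slc26a4+/+ and 15627 ± 488 in Slc26a4-/- on the probe set that stands for it (adjusted p = 0.363). Its other probe sets rose, from 883 to 2024, from 357 to 916 and from 2681.5 to 7377 (adjusted p = 0.00291, 0.0289 and 0.00148). The list's median log2 fold change was 0.31 (camera, adjusted p = 3.18e-06, and adjusted p = 0.0374 with an estimated correlation). Bone encloses the cochlea, and none of 6 bone genes passed the test, with 1 lower at an unadjusted p under 0.05 in limma, and 1 higher and 1 lower by the methods' t-test. Alpl, the alkaline phosphatase of mineralising cells, had 916 ± 285 in Slc26a4+/+ and 539 ± 109 in Slc26a4-/-, and the bone list had a median of -0.36 (camera, adjusted p = 0.724). Without the trend 1 fibrocyte gene, Chad, passed, and 1 did with the Xist signal as a covariate. Sex-linked signals moved with the fibrocyte genes, since Xist was lower on every Slc26a4+/+ array than on any Slc26a4-/- array.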

*Otos *in known to be expressed in spiral ligament [24], which is the tissue adjacent to stria vascularis (Table 4). Taken together, these data demonstrate that gene array analysis provided reliable data of expression in stria vascularis.

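Markers of other tissues and of blood vessels were followed on the same arrays. Kdr and Vwf, an angiogenic receptor and a clotting protein of endothelial cells, had signals of 624 ± 144 and 418 ± 116 in Slc26a4+/+ and 1042 ± 122 and 808 ± 134 in Slc26a4-/- (SD, n = 3). Of 10 endothelial cell genes none passed the test by limma, 2 were higher at an unadjusted p under 0.05 and 2 when adjusted over the list alone. Their median log2 fold change was 0.38 (camera, adjusted p = 0.0119, but adjusted p = 0.501 with an estimated correlation). Of 9 pericyte genes none passed, while 3 were higher and 1 lower at an unadjusted p under 0.05 and also when adjusted over the list alone. Cspg4, a proteoglycan of pericytes, had 539 ± 228 in Slc26a4+/+ and 1034 ± 186 in Slc26a4-/-, while its other probe set rose from 328 ± 46.8 to 1016 ± 147 (log2 fold change 1.63, adjusted p = 0.00276), and with the mean of all probe sets of a gene 1 pericyte gene was higher. The median of the list was 0.26, or 0.19 with genes below background at their bound (camera, adjusted p = 0.467). Red blood cells were followed by 5 genes, of which none passed and 2 were lower at an unadjusted p under 0.05 and also when adjusted over the list alone. Alas2, the erythroid enzyme of heme synthesis, had 444 ± 204 in Slc26a4+/+ and 176 ± 64.3 in Slc26a4-/-. Globin probe sets that match several genes stand outside this list, and 1 of them, for α-globin, fell from 966 ± 522 to 283 ± 21.0 (adjusted p = 0.0308). The erythrocyte list had a median of -0.996 (camera, adjusted p = 0.0286, but adjusted p = 0.501 with an estimated correlation). Skeletal muscle was represented by 8 genes, none above background in 2 arrays of a genotype and 0 past an unadjusted p of 0.05, with a median of -0.36 (camera, adjusted p = 0.517). Of 7 genes of neurons and Schwann cells, 1 rose, also when adjusted over the list alone. This was Pmp22, a membrane protein of myelin that many other cells express, with 3219 ± 272 and 5483 ± 189 (adjusted p = 0.0171), and it did not pass without Slc26a4+/+ replicate 2 or any 1 of the Slc26a4-/- arrays, with centring on the median, without the trend or with the Xist signal as a covariate, a count of 0 each time. The neuron and Schwann cell list had a median of 0.19 (camera, adjusted p = 0.651). By the methods' t-test without adjustment, 2 endothelial genes and 1 pericyte gene were higher, and 0 erythrocyte and 0 muscle genes were lower. From the quality metrics, the genes present and the genes of neighbouring tissues, the paper concludes that the arrays reported expression in stria vascularis reliably.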

### Macrophage invasion of stria vascularis

Gene array analysis revealed that stria vascularis of adult *Slc26a4*^-/- ^mice expresses markers specific and/or consistent with the presence of macrophages (Table 5). 

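Markers of macrophages and dendritic cells had higher signals in Slc26a4-/-. Lgals3, the lectin known as Mac2 antigen, was below background on every Slc26a4+/+ array (147 ± 38.1) and at 3660.5 ± 452 in Slc26a4-/- (SD, n = 3), at least 14.1-fold higher (adjusted p = 1.16e-05). Cd68, a lysosomal membrane protein of macrophages, was likewise below background in Slc26a4+/+ (170.2 ± 43.3) and at 1344 ± 85.7 in Slc26a4-/-, at least 5.20-fold higher (adjusted p = 0.000171). Ptprc, the leucocyte phosphatase Cd45, rose from 226 ± 50.3, above background on 1 of the 3 Slc26a4+/+ arrays, to 946 ± 47.5, a log2 fold change of 2.09 (SE 0.20, adjusted p = 0.000947). By the Present calls that the paper prints, Cd68 and Ptprc were detected on all 3 Slc26a4+/+ arrays, so the background used here is the stricter measure for them. Cd83, a protein of mature dendritic cells, rose at least 2.01-fold from below background (126 ± 57.8) to 524 ± 89.3. Adgre1, the macrophage surface antigen Emr1, had 749.6 ± 262 in Slc26a4+/+ and 1547 ± 130.0 in Slc26a4-/- (adjusted p = 0.0513), and Itgax, an integrin of dendritic cells, had 125 ± 61.5 in Slc26a4+/+ and 375 ± 19.3 in Slc26a4-/- (adjusted p = 0.0706). Cd14, a coreceptor for lipopolysaccharide, had 412 ± 53.7 in Slc26a4+/+ and 619 ± 74.4 in Slc26a4-/- (adjusted p = 0.217). Of the 10 markers, which include 3 MHC class II genes, 7 rose and 0 fell by limma, and all 10 were higher when adjusted over the list alone. The paper reports these markers from the same arrays, so this is not a second source for their direction. Their median log2 fold change was 1.82, or 1.21 with genes below background at their bound (camera, adjusted p = 1.84e-16, and 0.0331 as the adjusted p with an estimated correlation). Mean Xist signals of 1717 in Slc26a4+/+ and 5675 in Slc26a4-/- moved with these genes. Without Slc26a4-/- replicate 2 or 3, 3 markers passed, namely Lgals3, Cd68 and Ptprc, and 5 did without Slc26a4-/- replicate 1. The count was 3 without the trend and 1, Lgals3, with the Xist signal as a covariate.

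**Figure D2:**
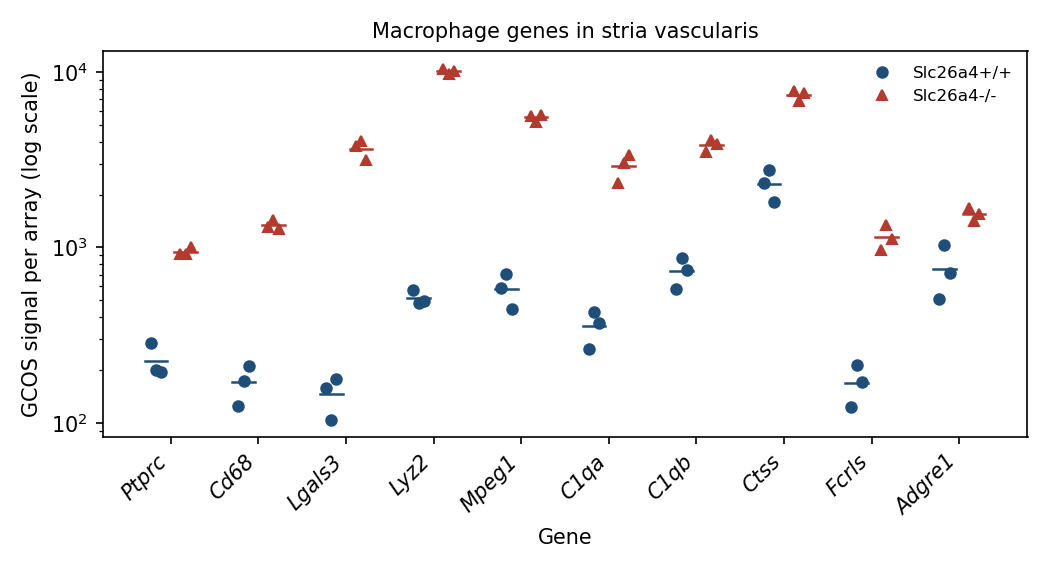
The y axis, on a log scale, gives the GCOS signal of each array for the genes named along the x axis, with circles for Slc26a4+/+, triangles for Slc26a4-/- and bars for the means of 3 arrays. Every Slc26a4-/- array lies above every Slc26a4+/+ array for these genes, for each of which the exact permutation p is 0.1, the smallest that 3 arrays against 3 allow, and the gap is widest for Lgals3 and Lyz2.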

Expression of *Mac2 *antigen, *Itgax*, *Cd45*, *Cd83 *and *Cd68 *is limited to leucocytes and hematopoietic cells including macrophages and dendritic cells [25]. 

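H2-Aa, H2-Ab1 and H2-Eb1 encode chains of the major histocompatibility complex II (MHCII) molecules that present antigen to helper T-cells. H2-Aa rose from 722 ± 240.3 in Slc26a4+/+ to 2717 ± 873 in Slc26a4-/- (SD, n = 3), a log2 fold change of 1.91 (SE 0.30, adjusted p = 0.0120). H2-Ab1 rose from 289 ± 46.7, above background on 2 of the 3 Slc26a4+/+ arrays, to 674 ± 142 (adjusted p = 0.0242), and H2-Eb1 from 429 ± 64.1 to 1009.8 ± 300.2 (adjusted p = 0.0434). Cd74, the invariant chain that accompanies MHCII molecules, had 349 ± 33.1 in Slc26a4+/+ and 581 ± 191 in Slc26a4-/- (adjusted p = 0.340). Ciita, the transactivator of these genes, and H2-DMa, which helps load the peptide, were at or below background, with 86.0 ± 64.03 and 192 ± 65.1 in Slc26a4+/+ and 109 ± 7.39 and 197 ± 42.1 in Slc26a4-/-. Of the 6 genes, 3 rose and 0 fell by limma, and 4 were higher when adjusted over the list alone. The 3 that rose are those of Table 5, which the paper reports from the same arrays. The list's median log2 fold change was 0.94 (camera, adjusted p = 0.000166, but adjusted p = 0.240 with an estimated correlation). The Slc26a4-/- arrays also had the higher Xist signals, and Slc26a4+/+ replicate 3 the highest Gapdh ratio. Without Slc26a4-/- replicate 2 or 3 the count was 0, and it was 0 without the trend and 0 with the Xist signal as a covariate. It was 2 without Slc26a4-/- replicate 1 or any 1 of the Slc26a4+/+ arrays, since H2-Ab1 was lost in the first case and H2-Eb1 in the others. The count was also 2 with a pseudocount of 64, after quantile normalization and with centring on the median or the 75th percentile. It was 2 as well with the mean of all probe sets of a gene.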

Expression of major histocompatibility complex II (MHCII) proteins is limited to antigen-presenting cells including macrophages [25]. The expression of *Lysz*, a lysosomal enzyme, has been shown to be a marker for monocytes and macrophages [26]. 

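H2-D1, a chain of the major histocompatibility complex I, rose from 3831 ± 1037 in Slc26a4+/+ to 9496 ± 591 in Slc26a4-/- (SD, n = 3), a log2 fold change of 1.35 (SE 0.20, adjusted p = 0.00925). Psmb9, a subunit of the immunoproteasome that cleaves peptides for these molecules, was below background on every Slc26a4+/+ array (157 ± 13.4) and at 539 ± 141 in Slc26a4-/-, at least 2.04-fold higher (adjusted p = 0.00792). H2-K1 had 6439 ± 1325 in Slc26a4+/+ and 9750.3 ± 383 in Slc26a4-/- (adjusted p = 0.135) on the probe set that stands for it, 2 of its 4 probe sets rose (adjusted p = 0.0390 and 0.00763), and near-identical H2 genes can share probes with it and with H2-D1. Of 8 genes of the class I pathway, 4 rose and 0 fell by limma, and 7 were higher when adjusted over the list alone. The median was 0.71 on the log2 scale (camera, adjusted p = 2.23e-08, but adjusted p = 0.0605 with an estimated correlation). C1qa and C1qb, chains of the recognition protein C1q of complement, rose from 355 ± 84.7 and 731 ± 149 to 2905 ± 539.6 and 3819 ± 299. C1ra, a protease of the C1 complex, had 12.0 ± 6.58 and 285 ± 70.7 and was at least 1.08-fold higher (adjusted p = 0.00313), and Serping1, an inhibitor of that protease, rose from 972 ± 126 to 2046 ± 72.1. C2, a complement protease, had 5543 ± 1249.5 in Slc26a4+/+ and 7147 ± 233 in Slc26a4-/- (adjusted p = 0.428), while its 2 other probe sets rose, from 1689.7 ± 328 to 3063 ± 151 and from 2388 ± 506 to 4171 ± 49.1 (adjusted p = 0.0295 and 0.0415). Of 11 complement genes, 6 rose, 0 fell and 8 were higher when adjusted over the list alone. The complement list had a median of 1.42, or 1.09 with genes below background at their bound (camera, adjusted p = 4.23e-11, and adjusted p = 0.0331 with an estimated correlation). Among cathepsins, the proteases of lysosomes, Ctss rose from 2304 ± 473 to 7394 ± 512 (adjusted p = 0.00106). Ctsb had 13836 ± 1051 in Slc26a4+/+ and 16419 ± 246 in Slc26a4-/- and Ctsk had 170.2 ± 54.2 in Slc26a4+/+ and 377 ± 50.7 in Slc26a4-/-, and neither passed the test (adjusted p = 0.528 and 0.0768), although another probe set of Ctsb rose from 1078 ± 377 to 2749 ± 248 (adjusted p = 0.0232). Of 18 lysosomal genes outside Table 5, 6 rose and 0 fell, and 12 were higher when adjusted over the list alone. Ctsh, Ctsc and Lipa, lysosomal proteases and a lipase, rose from 1566 ± 356, 811 ± 71.7 and 551 ± 88.1 to 3656 ± 242, 2538 ± 162 and 1335 ± 180.4, while Lamp1, a protein of the lysosomal membrane, had 15262 ± 3198 in Slc26a4+/+ and 14191 ± 497 in Slc26a4-/- (adjusted p = 0.895). The lysosomal list had a median of 0.61, or 0.53 with genes below background at their bound (camera, adjusted p = 1.78e-09, and adjusted p = 0.0444 with an estimated correlation). The genes of Table 5 in these lists are reported by the paper from the same arrays. Sex-linked signals moved with all of them, Eif2s3y at a mean of 995 in Slc26a4+/+ and 3.27 in Slc26a4-/-. Without any 1 of the Slc26a4-/- arrays 1 class I gene and 2 lysosomal genes passed, and 2 class I genes and 4 lysosomal genes did without Slc26a4+/+ replicate 2. With each array centred on its median, 2 class I genes and 1 lysosomal gene passed. Without the trend 0 class I, 4 complement and 1 lysosomal genes passed, and 0, 1 and 0 did with the Xist signal as a covariate.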

Further, the increased expression of major histocompatibility complex I, of complement components and of cathepsins is consistent with the presence of macrophages although the expression of the gene is not limited to macrophages [27].

**Table 5:** Markers for macrophages/dendritic cells.

			*Slc26a4*^+/+^		*Slc26a4*^-/-^			
No.	Gene	Description	Intensity	P	Intensity	P	Fold	Direction
1	*Ptprc*	Cd45 antigen	226	3/3	946	3/3	4.19	up
2	*Cd83*	Cd83 antigen	126	0/3	524	3/3	4.16	up
3	*Cd68*	Cd68 antigen	170	3/3	1,344	3/3	7.90	up
4	*Cd14*	Cd14 antigen	412	1/3	619	3/3	1.50	up
5	*H2*-*Aa*	MHC class II	264	5/12	1,019	9/12	4.00	up
6	*H*2-*Ab*	MHC class II	126	0/9	279	3/9	1.86	up
7	*H2*-*Eb1*	MHC class II	429	0/3	1,010	3/3	2.35	up
8	*Lgals3*	Mac2 antigen	91	2/6	1,866	5/6	13.49	up
9	*Itgax*	Integrin alpha X	125	0/3	375	3/3	3.00	up
10	*Emr1*	Mucin receptor	750	3/3	1,547	3/3	2.06	up
11	*Lyzs*	Lysozyme	551	6/9	8257	9/9	11.78	up
12	*H2*-*K1*	MHC class I (D-region)	1,607	13/18	4,062	15/18	2.06	up
13	*H2*-*K1*	MHC class I (K-region)	1,828	6/12	2,883	6/12	1.54	up
14	*H2*-*K1*	MHC class I (Q-region)	549	1/3	890	3/3	1.62	up
15	*C1r*	Complement	37	2/6	266	6/6	13.87	up
16	*C1s*	Complement	71	0/3	200	1/3		
17	*C1qa*	Complement	355	1/3	2,905	3/3	8.19	up
18	*C1qb*	Complement	552	5/6	2,001	6/6	4.43	up
19	*C2*	Complement	3,207	9/9	4,794	6/6	1.62	up
20	*C3*	Complement	11	0/3	231	2/3	20.68	up
21	*C4*	Complement	1,556	3/3	4,788	3/3	3.08	up
22	*C3ar1*	Complement receptor	177	3/9	482	6/9	2.93	up
23	*Ctss*	Cathepsin S	2,304	3/3	7,394	3/3	3.21	up
24	*Ctsk*	Cathepsin K	170	1/3	377	3/3	2.21	up
25	*Ctsb*	Cathepsin B	4,172	12/15	6,576	12/15	1.90	up
26	*Msr2*	Macrophage scavenger receptor	169	3/3	1140	3/3	6.75	up
27	*Mpeg1*	Macrophage expressed gene	582	0/3	5,527	3/3	9.49	up
28	*Cst3*	Cystatin C	5,562	3/3	8,652	3/3	1.56	up
29	*Fcgr1*	IgG receptor, high affinity	98	0/6	163	5/6	1.70	up
30	*Fcgr2b*	IgG receptor, low affinity	112	2/15	377	7/15	3.94	up

Genes that can serve as markers macrophages/dendritic cells (1–10) and genes that are consistent with the presence of macrophages/dendritic cells (11–27) are listed. For parameters 'P', 'Fold' and 'Direction', see the Gene array section in Methods. Fold changes are given when a gene was called Present (P) in *Slc26a4*^+/- ^or *Slc26a4*^-/- ^samples in at least half of the available probes. The direction of the fold change is only given when it exceeded 1.30. Fold changes lower than 1.30 were not considered significant.

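Beyond the 10 markers, Table 5 lists genes that macrophages express together with other cells. Lyz2, the lysozyme of monocytes and macrophages, rose from 516 ± 48.9 in Slc26a4+/+ to 10124 ± 381 in Slc26a4-/- (SD, n = 3), a log2 fold change of 4.30 (SE 0.13, adjusted p = 1.22e-06). Mpeg1, a pore-forming protein of macrophages, rose from 582 ± 132 to 5526.5 ± 268 (adjusted p = 3.11e-05). Fcrls, the scavenger receptor Msr2 of Table 5, rose at least 4.38-fold from below background (169 ± 45.3) to 1139.8 ± 190.2, although the paper prints Present calls for it on all 3 Slc26a4+/+ arrays. Fcgr2b, an inhibitory receptor for IgG, had 294 ± 113 in Slc26a4+/+ and 540.4 ± 68.9 in Slc26a4-/- (adjusted p = 0.204), while another of its probe sets rose from below background on every Slc26a4+/+ array (156 ± 35.6) to 877 ± 181 (adjusted p = 0.00108), and Cst3, a cathepsin inhibitor, had 5562 ± 700.4 in Slc26a4+/+ and 8652 ± 445 in Slc26a4-/- (adjusted p = 0.0573). Of 17 such genes that were measured, 9 rose and 0 fell by limma, and 14 were higher when adjusted over the list alone. The paper reports them from the same arrays. Their median log2 fold change was 1.35, or 1.18 with bounds (camera, adjusted p = 2.19e-23, and adjusted p = 0.0130 with an estimated correlation). A list of 20 other macrophage genes that Table 5 does not hold was measured as well, and 11 of them rose, 0 fell and 16 were higher when adjusted over the list alone. C1qc, another chain of complement C1q, rose from 353 ± 68.4 to 3179.6 ± 303. Tyrobp, an adaptor of activating receptors, rose from 272 ± 73.3, above background on 2 of the 3 Slc26a4+/+ arrays, to 1679.7 ± 165, and Ms4a7, a membrane protein of macrophages, from 427 ± 89.3 to 2305 ± 71.6. Csf1r, the receptor for the growth factor of macrophages, had 3463 ± 878 in Slc26a4+/+ and 6356 ± 450.5 in Slc26a4-/- (adjusted p = 0.0501), and of its 2 other probe sets 1 rose from 657 ± 114 to 1464 ± 194 (adjusted p = 0.0116) and the other had 519 ± 181 and 616.5 ± 89.8 (adjusted p = 0.722). Trem2 and Cd163, receptors of macrophages, were below background on every array. The median of the other macrophage genes was 1.40, or 0.95 with bounds (camera, adjusted p = 1.92e-18, and adjusted p = 0.0331 with an estimated correlation). The sex-linked genes and the RNA quality of Slc26a4+/+ replicates 2 and 3 differed between the same arrays. Of the 17 genes of Table 5, 6 passed without the trend and 2 with the Xist signal as a covariate. The count of other macrophage genes was 5 without any 1 of the Slc26a4-/- arrays, 3 without the trend and 1, C1qc, with the Xist signal as a covariate. From the higher expression of these markers and genes in Slc26a4-/-, the paper proposes that macrophages invaded stria vascularis.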

Taken together, the data presented in Table 5 suggest that stria vascularis of adult *Slc26a4*^-/- ^mice is invaded by macrophages. 

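Cd3e and Cd3g, chains of the T-cell receptor complex, had signals of 66.7 ± 28.5 and 43.2 ± 26.6 in Slc26a4+/+ and 44.6 ± 2.95 and 27.8 ± 18.4 in Slc26a4-/- (SD, n = 3), below background on every array. Mpo, a peroxidase of neutrophils, had 159 ± 110.2 in Slc26a4+/+ and 72.8 ± 37.0 in Slc26a4-/-, and Sdc1, a proteoglycan of plasma cells, had 130.3 ± 43.6 in Slc26a4+/+ and 81.0 ± 20.9 in Slc26a4-/-, also below background. Ncam1, an adhesion molecule of NK-cells and of many other cells, had 2539.7 ± 274 in Slc26a4+/+ and 3139 ± 203 in Slc26a4-/- (adjusted p = 0.415). Cd4, the coreceptor of helper T-cells, was above background on 2 of the 3 Slc26a4-/- arrays, with 21.2 ± 9.51 and 238 ± 149 (adjusted p = 0.0525). Fcgr3, an IgG receptor of NK-cells and macrophages, had 162 ± 42.7 in Slc26a4+/+ and 401 ± 99.3 in Slc26a4-/- (adjusted p = 0.0628). Of 18 genes of Table 6, 5 were above background in at least 2 arrays of a genotype. They include Trbv13-2, with 221 ± 63.3 in Slc26a4+/+ and 208 ± 27.8 in Slc26a4-/-, whose 1 probe set stands here for Tcrb-V13, an entry for which the paper averaged more probe sets. None of the 18 passed the test by limma, 3 were higher at an unadjusted p under 0.05 and 2, Cd4 and Fcgr3, when adjusted over the list alone. The median log2 fold change was -0.26, while camera gave the list a direction upward (adjusted p = 0.941). The methods' t-test without adjustment gave 0 higher and 1 lower. For acute inflammation, Il1b and Il6, cytokines of the innate response, had 173 ± 40.1 and 13.7 ± 12.6 in Slc26a4+/+ and 156 ± 64.8 and 30.6 ± 10.3 in Slc26a4-/-. Tnf, another such cytokine, had 53.9 ± 14.3 in Slc26a4+/+ and 49.7 ± 32.5 in Slc26a4-/-, and Nos2, the inducible nitric oxide synthase, had 19.3 ± 13.4 in Slc26a4+/+ and 27.1 ± 14.2 in Slc26a4-/-. Nos3, the nitric oxide synthase of endothelium, comes from the paper's quantitative RT-PCR panel and not from Table 7, and was the 1 gene of 10 above background in at least 2 arrays of a genotype, with 229 ± 41.1 in Slc26a4+/+ and 238 ± 25.7 in Slc26a4-/-. None of the 10 passed the test by limma, 1 was lower at an unadjusted p under 0.05 and 0 by the methods' t-test, and the median was -0.17 (camera, adjusted p = 0.915). In further lists, none of 10 other lymphocyte genes and none of 7 mast cell genes passed, with 2 and 0 higher at an unadjusted p under 0.05 in limma and 0 and 0 by the methods' t-test. Their medians were 0.03 and -0.62 (camera, adjusted p = 0.729 and 0.363). Of 10 other neutrophil genes, 1 rose, Lcn2, an iron-binding protein that epithelia also secrete, and 2 were higher when adjusted over the list alone. With the Xist signal as a covariate 0 passed, and a filter on a mean signal of at least 300 left Lcn2 out untested. S100a8, an abundant protein of neutrophils, was below background on every array, at 79.9 ± 25.4 and 50.8 ± 11.7. The other neutrophil genes had a median of -0.24, while camera gave a direction upward (adjusted p = 0.724). With array weights, 3 genes of Table 6 passed.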

Markers for T-cells, NK-cells, B-cells, neutrophils and for acute inflammation were absent in stria vascularis of *Slc26a4*^+/+ ^and *Slc26a4*^-/- ^mice (Tables 6 and 7). The absence of markers of acute inflammation was verified by qRT-PCR of total RNA isolated from stria vascularis and spiral ligament of age and sex matched *Slc26a4*^-/- ^and *Slc26a4*^+/- ^mice. No change in expression was found for *Il1a*, *Il6*, *Il12a*, *Nos2 *and *Nos3 *at P15 or at P34 (each n = 4–5; *data not shown*). Thus, no evidence for acute inflammation was obtained. It is conceivable, however, that short periods of acute inflammation escaped detection. Alternatively, it is conceivable that macrophage invasion was not preceded by neutrophil invasion and that macrophage recruitment occurred neutrophil-independently [28]. The source of chemoattractants for monocytes (MCPs) in neutrophil-independent recruitment are endogenously harbored tissue macrophages and mesothelial cells [28]. Such a mechanism could be present in stria vascularis of *Slc26a4*^-/-^mice as the cochlea endogenously harbors macrophages in the fibrocytes of the lateral wall [29]. The mechanism of recruitment into stria vascularis, however, remains unclear.

**Table 6:** Markers for T, NK and B-cells and Neutrophils.

			*Slc26a4*^+/+^		*Slc26a4*^-/-^			
No.	Gene	Description	Intensity	P	Intensity	P	Fold	Direction
1	*Tcra*	T-cell receptor, alpha	214	0/9	190	0/9		
2	*Tcrb*-*V13*	T-cell receptor, beta V13	136	4/36	109	4/36		
3	*Tcrb*-*J*	T-cell receptor, beta V13	71	2/15	50	1/15		
4	*Tcrg*	T-cell receptor, gamma V4	54	0/15	43	0/15		
5	*Cd3d*	Cd3 antigen	10	0/3	8	0/3		
6	*Cd3e*	Cd3 antigen	139	0/6	74	0/6		
7	*Cd3g*	Cd3 antigen	43	0/3	28	0/3		
8	*Cd3z*	Cd3 antigen	182	4/24	139	3/24		
9	*Cd4*	Cd4 antigen	20	0/6	149	0/6		
10	*Cd8a*	Cd8 antigen	144	4/15	143	4/15		
11	*Cd8b*	Cd8 antigen	1,313	3/6	1,343	3/6		
12	*Ncam1*	Cd56	562	8/21	654	12/21	1.16	
13	*Fcgr3*	IgG receptor, low aff, Cd16	162	2/3	401	3/3	2.48	up
14	*Sdc1*	Syndecan 1 (Cd138)	77	3/12	72	3/12		
15	*Cd19*	Cd19 antigen	15	0/3	13	0/3		
16	*Mpo*	Myeloperoxidase	159	0/3	73	0/3		
17	*Defb1*	Beta-defensin 1	66	1/6	72	2/6		
18	*Defb2*	Beta-defensin 2	23	0/3	14	0/3		
19	*Defb3*	Beta-defensin 3	31	0/3	70	0/3		
20	De*f*b4	Beta-defensin 4	85	0/3	63	0/3		
21	*Camp*	Cathelicidin	11	0/3	10	0/3		

Genes that can serve as markers for T-cells (1–11), NK-cells (12–13), B-cells (14–15) and neutrophils (16–21) are listed. For parameters 'P', 'Fold' and 'Direction', see the Gene array section in Methods. Fold changes are given when a gene was called Present (P) in *Slc26a4*^+/- ^or *Slc26a4*^-/- ^samples in at least half of the available probes. The direction of the fold change is only given when it exceeded 1.30. Fold changes lower than 1.30 were not considered significant.

**Table 7:** Genes that serve as markers for acute inflammation.

			*Slc26a4*^+/+^		*Slc26a4*^-/-^			
No.	Gene	Description	Intensity	P	Intensity	P	Fold	Direction
1	*Il1a*	Interleukin 1a	29	0/3	44	0/3		
2	*Il1b*	Interleukin 1b	173	0/3	156	0/3		
3	*Il6*	Interleukin 6	14	0/3	31	0/3		
4	*Il12a*	Interleukin 12a	126	0/3	96	0/3		
5	*Il12b*	Interleukin 12b	70	1/6	73	1/6		
6	*Il10*	Interleukin 10	116	3/3	87	3/3		
7	*Ifng*	Interferon, gamma	71	1/3	24	0/3		
8	*Tnf*	Tumor necrosis factor, alpha	54	0/3	50	0/3		
9	*Nos2*	Nitric oxide synthase, inducible	19	0/3	27	0/3		

Genes that can serve as markers for acute inflammation (1–9) are listed. For parameters 'P', 'Fold' and 'Direction', see the Gene array section in Methods. Fold changes are given when a gene was called Present (P) in *Slc26a4*^+/- ^or *Slc26a4*^-/- ^stria vascularis in at least half of the available probes. The direction of the fold change is only given when it exceeded 1.30. Fold changes lower than 1.30 were not considered significant.

### Macrophage invasion is restricted to stria vascularis

The observation that stria vascularis of adult mice is invaded by macrophages raises the question whether macrophage invasion is systemic and hence found in other organs, such as spleen and liver, or whether macrophage invasion is restricted to stria vascularis and hence not seen in the adjacent tissue, spiral ligament. This is an important issue, as the inner ear is immunologically responsive to systemic infections [30].

Total RNA was isolated from stria vascularis, spiral ligament, liver and spleen from age and sex matched *Slc26a4*^-/- ^and *Slc26a4*^+/- ^mice. The expression of a select group of transcripts was evaluated by qRT-PCR. Possible contamination between stria vascularis and the adjacent spiral ligament was evaluated by quantifying the expression of *Otos *and tyrosinase (*Tyr*) under the assumption that *Tyr *is expressed in stria vascularis and not in spiral ligament, and *Otos *in spiral ligament and not in stria vascularis. The detected expression level of *Tyr *in stria vascularis of *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice was 120 ± 33 and 50 ± 13 times higher than in spiral ligament, respectively (n = 6) and the detected expression of *Otos *in spiral ligament of *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice was 108 ± 32 and 50 ± 28 times higher than in stria vascularis, respectively (n = 3). These data illustrate a small contamination between stria vascularis and spiral ligament. Contamination was larger in *Slc26a4*^-/- ^mice (2%) than in *Slc26a4*^+/- ^mice (1%), consistent with the observation during microdissection that stria vascularis from *Slc26a4*^-/- ^is more fragile.

Expression of complement components and macrophage markers including *C1r*, *C3*, *Ptprc *(= *Cd45*), *Cd83 *and *Lyzs *was increased in stria vascularis of *Slc26a4*^-/- ^mice compared to *Slc26a4*^+/- ^mice (Fig. 4). Expression of these genes was not upregulated in spiral ligament with the exception of *Lyzs *and *Cd45*. Further, the expression of these genes was not upregulated in liver or spleen (Fig. 4). Taken together, these data suggest that macrophage invasion in *Slc26a4*^-/- ^mice is restricted to stria vascularis.

**Figure 4:**
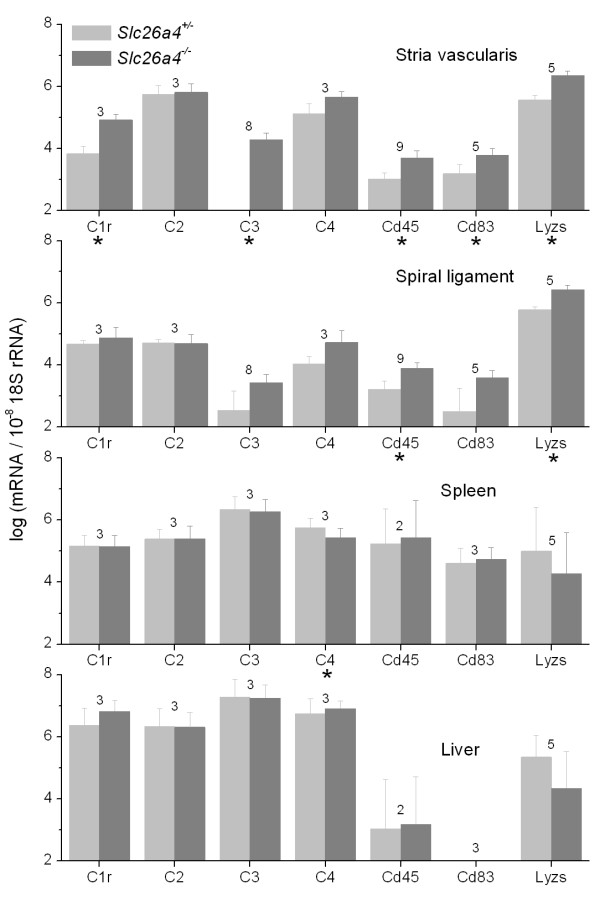
**Tissue specificity of macrophage invasion**. Transcripts of markers specific for or consistent with the presence of macrophages in stria vascularis, spiral ligament, spleen and liver of *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice at P34 and/or P86 were quantified by qRT-PCR. Significant changes between *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice are marked with an asterisk (*). Numbers between bars represent the number of animal pairs analyzed. Note that significant increases were mainly seen in stria vascularis, to a lesser degree in spiral ligament, but not in spleen or liver. These data suggest that macrophage invasion is specific to stria vascularis.

### Time course of macrophage invasion

The finding that macrophage invasion was restricted to stria vascularis raises the question of when in development macrophage invasion occurs. Total RNA was isolated from stria vascularis and spiral ligament from sex and age matched *Slc26a4*^-/- ^and *Slc26a4*^+/- ^mice and a select group of transcripts was quantified by qRT-PCR. At P15, no difference in the expression of *Lyzs*, *C3 *and *Cd45 *was found in stria vascularis or in spiral ligament between *Slc26a4*^-/- ^and *Slc26a4*^+/- ^mice (Fig. 5). After weaning, and persistent into adulthood, however, the expression of *Lyzs*, *C3 *and *Cd45 *was higher in stria vascularis of *Slc26a4*^-/- ^mice compared to *Slc26a4*^+/- ^mice. A similar trend was observed with spiral ligament.

**Figure 5:**
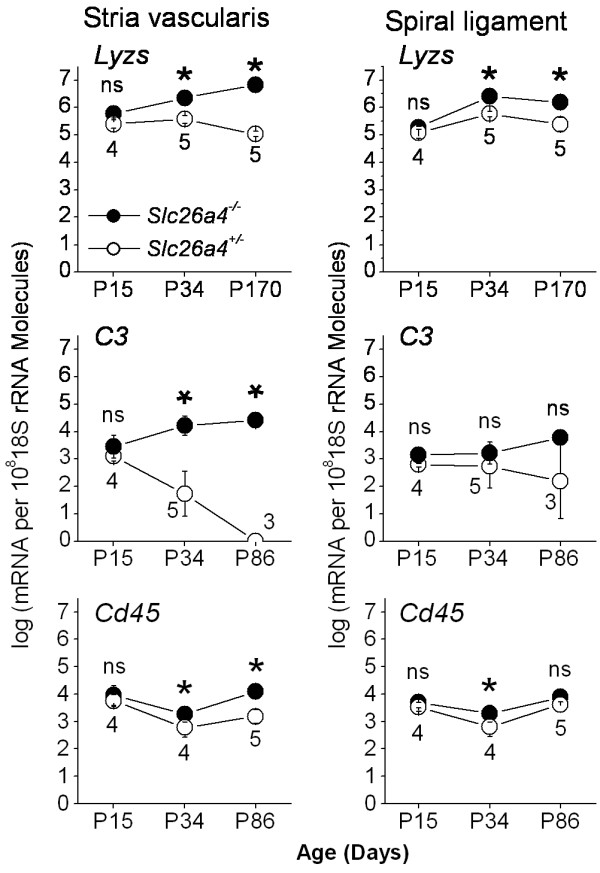
**Time course of macrophage invasion**. Transcripts of markers specific for or consistent with the presence of macrophages in stria vascularis and spiral ligament of *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice at different ages were quantified by qRT-PCR to determine the time course of macrophage invasion during development. Significant changes between *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice are marked with an asterisk (*). Numbers between symbols represent the number of age-matched animal pairs analyzed. Note that significant differences were not seen before P34, suggesting that macrophage invasion occurred after weaning (P22).

The expression of *Lyzs *was determined based not only on the transcript level but also on the protein level, which may be less prone to contamination between neighboring tissues. Western blotting revealed that *Lyzs *protein is upregulated in stria vascularis but not in spiral ligament of post-weaning *Slc26a4*^-/- ^mice (Fig. 6).

**Figure 6:**
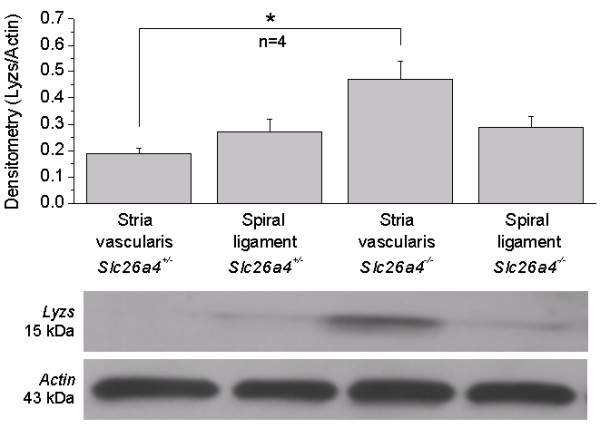
**Lysozyme protein expression**. Protein expression of lysozyme (*Lyzs*) in stria vascularis and spiral ligament of post-weaning *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice was determined by Western blotting. Actin expression served as a normalization control. Significant changes between *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice are marked with an asterisk (*). The number of animal pairs (n) is given. Note that protein expression of *Lyzs *was significantly increased in stria vascularis, but not in spiral ligament.

Macrophage invasion was not only determined by gene expression analysis but also by immunohistochemistry, using *CD68 *as a marker. The specificity of the anti-*CD68 *antibody was verified by using bone marrow cells as a positive control and heavily pigmented cells of the vestibular labyrinth as a negative control (Fig. 7). Staining for *CD68 *was clearly associated with hyperpigmentation in stria vascularis in post-weaning and adult *Slc26a4*^-/- ^mice (Fig. 7).

**Figure 7:**
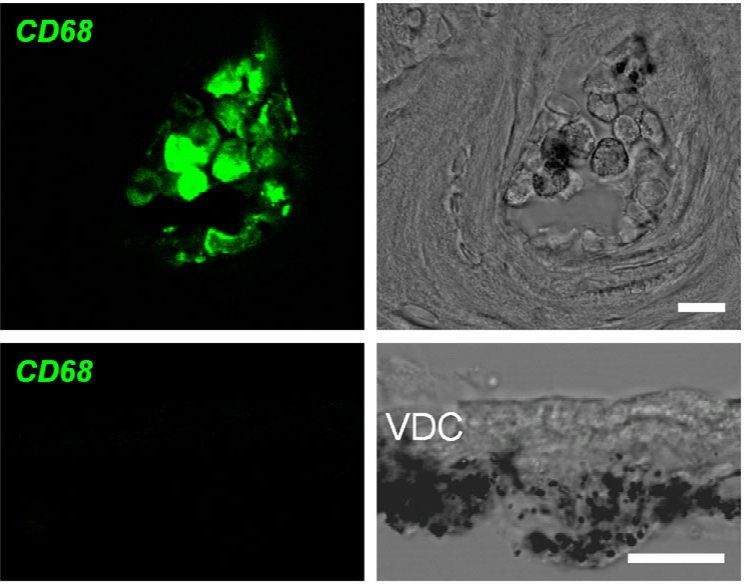
**Controls for immunohistochemistry**. Controls for *CD68 *immunohistochemistry were obtained from cryosections of the cochlea. Top: bone marrow cells congregated in cavities of the bony cochlear wall served as a positive control. Bottom: heavily pigmented cells in the connective tissue underneath vestibular dark cells (VDC) served as a negative control. Left: confocal immunohistochemistry of *CD68*. Right: corresponding bright field images. Scale bars represent 10 μm.

## Conclusion

The data demonstrate that hyperpigmentation of stria vascularis and marginal cell reorganization in *Slc26a4*^-/- ^mice occur after weaning, coinciding with an invasion of macrophages. The data suggest that macrophage invasion contributes to tissue degeneration in stria vascularis, and that macrophage invasion is restricted to stria vascularis and is not systemic in nature. The delayed onset of degeneration of stria vascularis suggests that a window of opportunity exists to restore/preserve hearing in mice and humans suffering from Pendred syndrome.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

SVJ and AO drafted the text and PW finalized the manuscript. SVJ carried out confocal immunocytochemistry and morphometry. SVJ and PW isolated tissue fractions by microdissection. AO designed primers, isolated RNA and performed quantitative RT-PCR. RS prepared gene array data for submission under MIAME standards. RJM carried out confocal immunocytochemistry and Western blotting, SF advised on immunology. PW mined gene array data. SMW, LAE and EDG provided mice prior to the establishment of a colony at KSU. PW conceived the study. All authors have read and approved the final manuscript.

**Figure 8:**
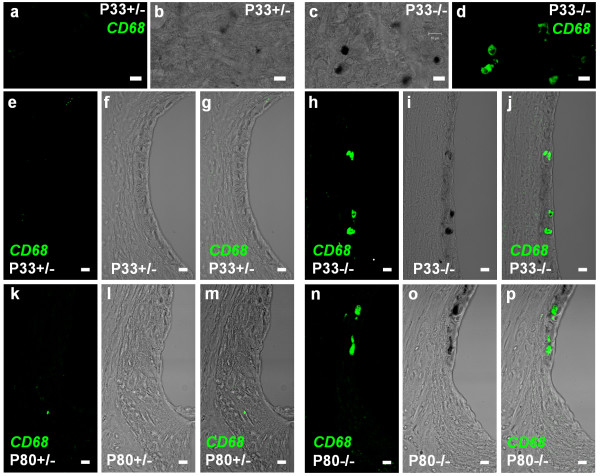
**Macrophage invasion in stria vascularis**. Macrophages were visualized by *CD68 *immunohistochemistry in whole mounts of stria vascularis and cryosections of the cochlear lateral wall. Top row: (a-d), *CD68 *staining in whole mounts of stria vascularis from P33 *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice. Immunostaining of *CD68 *(a and d) and corresponding bright field images (b and c) are shown. Second and third row: (e-p), *CD68 *staining in cryosections of the cochlear lateral wall from P33 and P80 *Slc26a4*^+/- ^and *Slc26a4*^-/- ^mice. Immunostaining of *CD68 *(e, h, k, and n), corresponding bright field images (f, i, l, and o) and merged images (g, j, m, and p) are shown. Note that *CD68 *expression is restricted to hyperpigmented areas of stria vascularis in *Slc26a4*^-/- ^mice and that no expression of *CD68 *was observed in *Slc26a4*^+/- ^mice. Scale bars represent 10 μm.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

How the deposited data were processed for this re-analysis (not part of the article)

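RNA of adult stria vascularis from Slc26a4+/+ and Slc26a4-/- mice was measured on 6 Affymetrix mouse 430 2.0 arrays, 3 per genotype, each with RNA pooled from 2 animals and amplified in 2 rounds. The authors deposited 1 intensity per probe set and array, a signal on a linear scale that GCOS, named in the submitters' processing notes and in the Methods, had background-corrected and scaled for each array. The version of GCOS and the target of the scaling are not given in the sources used here, and neither are detection calls for each array. The paper prints Present calls summed over the 3 arrays of a genotype and the probe sets of a gene. These entered no test or count here and are only cited beside the background for Cd68, Ptprc and Fcrls. Arrays were assigned to genotype and replicate by the labels of the samples, and genotype, age and pooling were taken from the Methods. Only the gene array experiment was analysed here. The quantitative RT-PCR, the confocal microscopy with its immunocytochemistry and the Western blots were not.

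The arrays hold 45101 probe sets, of which 64 Affymetrix controls were left out and 45037 tested. Of the tested probe sets 34945 had 1 gene symbol in the platform annotation, 932 had several and were not named, and 9160 had none in the table used here. Gene numbers matched 34754 of the annotation's 34958 probe sets with 1 symbol to the gene table of GRCm38.p6, and 0 symbols changed. This gave 18193 genes, each reported by its probe set with the highest mean log2 signal over the 6 arrays. In no gene of the lists did 1 probe set pass upward and another downward. In 12 genes of the lists, C2, Car12, Car3, Csf1r, Cspg4, Ctsb, Cxcl16, Esrrb, Fcgr2b, H2-K1, Mmp2 and Rab38, another probe set passed and the one that stands for the gene did not. Most genes of Tables 3 to 7, 88 of 98 entries, could be named in this way.

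Signals under 1, 172 values in all, were set to 1, and log2 signals were compared between the genotypes without further normalization by limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of the spread on the signal). All p-values were two-sided and adjusted by Benjamini-Hochberg over all probe sets, with a threshold of 0.05. The gene lists, the rule for named genes, the tests and the alternatives were fixed before the data were examined, except where a choice is said to have come later. There were 8 lists taken from the study's Tables 3 to 7, with Nos3 added from the quantitative RT-PCR panel, and 28 lists of cell types and pathways. The paper presents the genes of those tables as markers or as known or expected in these cells and reports their values from these arrays, so the lists are not independent of them; when they were chosen is not given in the sources used here. Each list was counted over all probe sets and adjusted over the list alone. Its shift was tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, with Benjamini-Hochberg adjustment over the lists. Named genes were those of Tables 3 to 7 and of the quantitative RT-PCR panel, the 12 largest estimated log2 fold changes each way among probe sets past the threshold, whether or not a genotype lay below background, and the 3 smallest p-values of each list. The largest changes had to keep all arrays of the genotypes apart, with a mean signal of the higher genotype of at least 200. The values of the paper's tables had been seen when this rule was set. Anxa1, Car3, Cd163, Cd74, Ciita, Cldn11, Coch, Csf1r, Dct, Esrrb, H2-DMa, Lamp1, Pou3f4, S100a8, Serping1, Trem2, Lamb1 and Nrcam lie outside it and were chosen after their values were seen.

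Background was the 95th percentile of 44 olfactory receptor probe sets on each array. No olfactory receptor probe set passed the threshold. The paper prints Present calls for some genes that lie below this background, Cd68 and Fcrls in Slc26a4+/+ among them. A fold of a gene below background on every array of a genotype is a lower bound, since 157 of the higher probe sets were below background on all Slc26a4+/+ arrays and 46 of the lower ones on all Slc26a4-/- arrays. The folds of Tables 3 to 7 were computed as the Methods state, as the ratio of mean signals per probe set averaged over the probe sets of a gene, with a change called above 1.30. The Methods also tie a printed fold to Present calls. That condition was left out here, so counts by the study's rule rest on the ratio alone and exceed what the paper calls. The Methods name a paired t-test for the study's statistics, which was run on log2 signals paired by replicate number. They describe matched pairs of mice beside the quantitative RT-PCR and not beside the arrays, so this pairing was a choice made here.

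On simulated data with the spread of these arrays, 45037 probe sets were tested with 200 changed. The test found 14% of those changed by 1 and 84% of those changed by 2 on the log2 scale, with 2 false calls, and the median estimates were 0.956 and 2.02. Camera gave a p of 5.90e-16 for a list shifted by 0.5 and 0.859 for a list not shifted.

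Alternatives were pseudocounts of 16 and 64, quantile normalization, centring on the median or the 75th percentile, filters on a mean signal of at least 100 or 300, eBayes without the trend, array weights and the replicate number as a block. The methods' t-test, the study's rule of a ratio, the mean over all probe sets of a gene, background at the 90th or 99th percentile, and leaving out each array were further ones. The log2 Xist signal as a covariate was added after the data were seen. It separates the genotypes itself, so a loss of calls with it cannot tell sex from genotype. A split of 3 arrays against 3 allows an exact permutation p of 0.1 at the lowest. P-values measure the spread between pools of animals, and the number of arrays limits their precision.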

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

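The tests with sex-linked signals, the Xist covariate among them, and the comparison with fibrocyte genes no brighter than Otos were chosen after the results were seen, and so was leaving ligament open.

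The genes named first are those the paper does not discuss among the 12 largest estimated log2 fold changes past the test in each direction. Where a genotype lay below background the fold is only a bound, and some of these bounds, as for Mycbpap, Slc2a4 and Fgl2, lie under folds measured on all arrays for genes outside the 12. Slc26a7, an anion exchanger of the same family as pendrin, rose from 193 ± 91.4 to 4034 ± 890.0 (SD, n = 3), a log2 fold change of 4.46 (SE 0.30, adjusted p = 0.000104), with 1 of the 3 Slc26a4+/+ arrays above background. Cpe, a carboxypeptidase of hormone processing, rose from 491 ± 267 to 8572 ± 593, a log2 fold change of 4.27, with 2 of the 3 Slc26a4+/+ arrays above background. Crhbp, the binding protein of corticotropin-releasing hormone, rose from 268 ± 47.6 to 4229 ± 399, a log2 fold change of 3.99, with 1 of the 3 Slc26a4+/+ arrays above background. Lyz1, a near-identical copy of Lyz2 whose probes can hybridise with it, rose from 999.9 ± 593 to 14534.5 ± 368, a log2 fold change of 4.02. From below background on every Slc26a4+/+ array, Tyrp1 rose at least 5.70-fold, Sult1e1, an estrogen sulfotransferase, at least 5.24-fold (adjusted p = 0.000483), and Ms4a6d, a membrane protein of macrophages, at least 3.03-fold (adjusted p = 0.000387). Fgl2, a fibrinogen-like protein, rose at least 1.79-fold (adjusted p = 0.00432) and Lcn2 at least 2.00-fold (adjusted p = 0.00122). The means in Slc26a4-/- were 1355 ± 119 for Sult1e1, 782 ± 60.0 for Ms4a6d, 478 ± 146 for Fgl2 and 524 ± 113 for Lcn2.

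Downward, Aifm3, of the family of the apoptosis-inducing factor, fell from 3954 ± 1049 to 661 ± 115, a log2 fold change of -2.56 (SE 0.21, adjusted p = 0.000361). Ptger3, a receptor for prostaglandin E, fell from 3214 ± 959 to 659 ± 21.1, a log2 fold change of -2.24. Fscn1, an actin-bundling protein, and BC034090 had log2 fold changes of -1.92 and -1.85 (adjusted p = 0.00202 and 0.0245), and 2 of the 3 Slc26a4-/- arrays were above background for BC034090. To below background on every Slc26a4-/- array, Lypd2 fell at least 8.19-fold (from 1686 ± 446), Kcnab1, a β subunit of K+ channels, at least 2.52-fold (from 525 ± 162) and Nwd2 at least 1.85-fold (from 382 ± 111). Slc2a4, a glucose transporter, and Mycbpap fell at least 1.38-fold and 1.10-fold (adjusted p = 0.0397 and 0.0456), with 2 and 1 of the 3 Slc26a4+/+ arrays above background. The Y-linked genes Eif2s3y, Uty and Kdm5d fell at least 4.60-fold, 2.83-fold and 1.73-fold, Kdm5d with 2 of the 3 Slc26a4+/+ arrays above background. Mycbpap did not pass without any 1 of the 6 arrays, BC034090 without Slc26a4+/+ replicate 2 or any 1 Slc26a4-/- array, Nwd2 without Slc26a4+/+ replicate 2, and Slc2a4 without Slc26a4+/+ replicate 2 or 3 or Slc26a4-/- replicate 1 or 3. Without the trend these 4 and Fgl2, Kdm5d, Ptger3, Fscn1 and Kcnab1 did not pass. With the Xist signal as a covariate, Slc26a7 and Crhbp passed and the other genes of both directions named here did not. Among lists the paper does not discuss, the median log2 fold change was 0.31 for spiral ligament fibrocyte genes and 0.61 for lysosomal genes.

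The 6 arrays can be split into 3 and 3 in 10 ways. The genotypes gave 778 probe sets past the threshold and the highest other split gave 0, so that 1 split of the 10, the real one, reached this count. Splits of 6 arrays are too few for a share under 0.05.

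Macrophage genes were higher in Slc26a4-/-, and the mice were not perfused, so blood in the capillaries is a candidate explanation. Against it, the median log2 fold change was -0.996 for 5 erythrocyte genes (quartiles -1.24 and -0.65) and 1.40 for 20 other macrophage genes (quartiles 0.79 and 1.82; exact rank-sum test over genes, which are not independent, one-sided, p = 0.000132). Over genes above background it was -1.27 for 2 and 1.45 for 15 (same exact test, p = 0.00735), and the brightest β-globin and α-globin probe sets had means of 17058.5 and 21952 in Slc26a4+/+ and 9187 and 10445.5 in Slc26a4-/-, which argues against blood as the whole cause. Y-linked Eif2s3y and Uty were above background on every Slc26a4+/+ array and on no Slc26a4-/- array. The Slc26a4-/- pools thus read as female and the Slc26a4+/+ pools as holding males. Sex is therefore confounded with genotype and stays open as a cause. The Methods state matching for sex beside the quantitative RT-PCR and not beside the arrays. By that RT-PCR, in younger mice and against Slc26a4+/-, the paper found C1r, C3, Ptprc, Cd83 and Lyzs increased in stria vascularis. This runs against sex for these genes. On Slc26a4+/+ replicate 2, Xist lay 0.515 of the way from the other Slc26a4+/+ arrays to the Slc26a4-/- arrays. There 27 macrophage genes that had risen lay at a median of 0.0432 (quartiles -0.0255 and 0.1303), but 1 such array excludes nothing. For the other genes sex and genotype cannot be told apart on these arrays, and an effect of the genotype remains a hypothesis. The paper also reports CD68 staining in stria vascularis of Slc26a4-/- and not of Slc26a4+/- mice. By Western blot it reports more lysozyme protein in stria vascularis of Slc26a4-/- mice. For both it states matching for age and not for sex.

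Marginal cell genes were lower in Slc26a4-/-, and RNA of invading cells could dilute that of stria vascularis. Dilution would lower the other strial cells alike, yet 21 intermediate, basal and melanocyte genes above background had a median log2 fold change of 0.0101 (quartiles -0.131 and 0.579) against -0.52 for 16 marginal cell genes (quartiles -0.941 and -0.426; exact rank-sum test over genes, which are not independent, one-sided, p = 9.32e-10). Some melanocyte genes rose, but the intermediate and basal cell list by itself had a median of -0.01. This argues against dilution as the whole cause. The 16 genes include those of Table 3A, which the paper reports from the same arrays. Among them is Slc26a4, the gene targeted in these mice, with a log2 fold change of -0.85. The test was not repeated without it. On Slc26a4+/+ replicate 2 the 16 marginal cell genes lay at a median position of 0.0136 (quartiles -0.364 and 0.195), away from that of Xist, which runs against sex, but this is 1 array and sex stays open. Loss of marginal cells, lower expression per cell, the ages of the genotypes and the lower RNA quality of Slc26a4+/+ replicates 2 and 3 were not separated.

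Otos was higher in Slc26a4-/-, and more spiral ligament in the dissected tissue is a candidate explanation, since the paper reports from its quantitative RT-PCR a larger contamination between the tissues in Slc26a4-/- than in Slc26a4+/- mice. The 12 other fibrocyte genes above background had a median log2 fold change of 0.313 (quartiles 0.20 and 0.73) against 1.89 for Otos, and the 6 of them no brighter than Otos had 0.414. The bound set for excluding ligament was wrong, since Coch had a mean of 2391 in Slc26a4+/+, and a gene with such a signal in stria vascularis hides a small share of ligament. The median of 0.313 takes Car3 by its brightest probe set, with a log2 fold change of 0.32, while its other probe sets rose. Chad, Dcn and Ucma rose as well, so ligament stays open, and regulation in the fibrocytes was not tested.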

How the results depend on the processing

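In this part the Xist covariate was the 1 test chosen after the results were seen. Counts are given as higher and lower in Slc26a4-/- unless said otherwise, and all alternatives set in advance were run. Against 535 and 243 probe sets, the count was 546 and 244 with a pseudocount of 16, 533 and 232 with 64, 534 and 254 after quantile normalization, 629 and 288 at a mean signal of at least 100, and 565 and 308 at 300. Centring on the median gave 359 and 89, eBayes without the trend 93 and 21, and array weights 2372 and 1712. The methods' t-test gave 1782 and 2198 unadjusted and 0 and 0 after Benjamini-Hochberg. With 3 pairs of arrays this test can hardly pass the adjustment, so its counts of 0 decide nothing. The study's ratio, which has no test and was applied without its Present calls, gave 7279 and 12218. With Xist as a covariate 27 and 0 passed, 24 of them shared with the 778, and 3325 had an unadjusted p under 0.05. Leaving out 1 array gave 165 to 1048 higher and 54 to 666 lower. Of these, 1048 and 666 came without Slc26a4+/+ replicate 1, 308 and 76 without Slc26a4+/+ replicate 2, 190 and 67 without Slc26a4-/- replicate 1, 198 and 68 without Slc26a4-/- replicate 2, and 165 and 54 without Slc26a4-/- replicate 3. Probe sets called both before and under an alternative kept their direction, from 24 shared with the Xist covariate to 778 with array weights, while the adjusted t-test shared 0 and the study's rule was not compared in this way. The median log2 fold change of all probe sets was -0.06, and -0.14 without Slc26a4+/+ replicate 1.

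Replicates of the same number do not pair: the correlations of their deviations were 0.0939, 0.0267 and 0.0287, and Slc26a4+/+ replicate 3 correlated best with Slc26a4-/- replicate 2 (0.0703). With the replicate block the count was 588 and 244, 1 gene of Table 6 and 1 endothelial gene were higher against 0, 8 macrophage and dendritic cell markers against 7, 13 other macrophage genes against 11, and 2 marginal and spindle cell genes were lower against 3.

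Of marginal and spindle cell genes, 3 were lower; the count was 1 with centring on the median, 0 without the trend, 0 by the methods' t-test after Benjamini-Hochberg, 0 with the Xist covariate, 7 with array weights, 7 by the study's rule, and 1 to 6 with 1 array left out. Of intermediate and basal cell genes, 1 was higher and 0 lower. The higher count was 0 with pseudocounts of 16 and 64, centring on the median or 75th percentile, no trend, the adjusted t-test and the Xist covariate, 2 with array weights, where 2 were lower, and 0 to 2 with 1 array left out. The unadjusted t-test gave 1 lower. Of organ of Corti, modiolus and vestibular genes, 1 was higher and 0 lower. The count was 0 higher by the adjusted t-test, with the mean of all probe sets of a gene and with the Xist covariate, and 0 to 1 with 1 array left out. At a mean signal of at least 300 it was 0 as well, but only 1 gene of the list remained and Atp2b2 was not tested. The unadjusted t-test gave 1 lower and the study's ratio without its Present calls 2 higher and 3 lower. The paper itself gives no direction for these genes. Of the spiral ligament genes of Table 4, 1 was higher, and 0 without the trend, by the adjusted t-test and with the Xist covariate.

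Of macrophage and dendritic cell markers, 7 were higher; the count was 3 without the trend, 0 by the adjusted t-test, 1 with the Xist covariate, and 3 to 8 with 1 array left out. Of further macrophage-associated genes 9 were higher, 0 by the adjusted t-test, 2 with the Xist covariate, 14 with the mean of all probe sets and 17 by the study's rule. Of T, NK and B cell and neutrophil genes, 0 were higher and 0 lower by limma. The higher count was 1 after quantile normalization, at a mean signal of at least 100 and with the mean of all probe sets, 3 with array weights and 0 to 1 with 1 array left out. The study's ratio without its Present calls gave 3 higher and 7 lower and the unadjusted t-test 1 lower. The paper itself gives a direction in Table 6 for Fcgr3 alone. For acute inflammation the study's ratio without its Present calls gave 3 and 3 against 0 and 0. The paper itself gives no direction for any gene of Table 7. No shift of a study list lost its call. The medians of the 4 study lists whose shift did not pass changed sign under at least 1 setting, as to 0.11 for intermediate and basal cell genes after quantile normalization. Of the 28 other lists 11 were shifted upward and 3 downward, 4 and 1 with an estimated correlation, and 9 to 11 and 2 to 3 under every other setting. The shift of melanocyte genes, a median of 0.22, reversed to -0.00369 with the Xist covariate. The cause was not tested for any of these changes.

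Of 180 named genes 64 passed. The number that still passed was 62 and 60 with pseudocounts of 16 and 64, 59 after quantile normalization, 48 and 61 with centring on the median and 75th percentile, 28 without the trend, 64 with array weights, 61 with the replicate block, 61 and 0 by the t-test before and after adjustment, and 49 with the mean of all probe sets. It was 41 to 61 with 1 array left out and 7 with the Xist covariate, and none reversed. At a mean signal of at least 300, 56 of the 56 still measured passed. Signal over background limits what can be read, since 35.7 to 43.3% of probe sets lay above background on an array.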

Differences from the paper's values

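No test in this part was chosen after the results were seen. Of the 98 entries of Tables 3 to 7, 88 were named here. As many probe sets as the study used were found for 72 of these, 12 had more in the study and 4 fewer. For 66 genes both intensities lay within 1 of the study's. All 36 direction calls of the study that could be compared had the same direction here. Of 46 folds 3 differed, and of 176 intensities 10 differed. An intensity counted as different when it lay over 1.5 times from the study's, the higher of the 2 was above background and, outside Table 5, the gap exceeded the SD of the arrays. Of 24 intensities over 1.5 times apart, the other 14 were below background in both sources.

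For Kcnq1 the paper gives intensities of 858 in Slc26a4+/+ and 542 in Slc26a4-/- and a fold of 2.48, and the values here were 4375 and 3067 and a fold of 1.43. The study used 8 probe sets for Kcnq1 and 1 was found here, so the averages are over unlike probe sets, as they are for Ptprc (1 in the study and 2 here), Lgals3 (2 and 1), Lyzs (3 and 1), the entry of H2-D1 (6 and 9), C1r (2 and 1) and Cd8b (2 and 1). For Cat in Slc26a4-/- the paper gives 4686 and the value here was 2766. The paper's intensities of Cat equal those it prints for Tyr. For Ptprc the paper gives 946 in Slc26a4-/- and a fold of 4.19, against 476 and 2.20 here. Of the alternatives set before the data were examined, the fold from the mean log2 signals of the probe set that stands for the gene, 4.25, and the ratio of intensities averaged over probe sets, 3.71, brought the fold of Ptprc within the limit, and the other 8 did not. The first of these leaves out the second probe set of Ptprc, and the probe set it keeps had means of 226 and 946, the paper's intensities, so 4.25 does not show an effect of averaging log2 signals. For Lgals3 in Slc26a4-/- the paper gives 1866 and the value here was 3660.5. For Lyzs the paper gives a fold of 11.78, and the fold of Lyz2 here was 19.6. An entry named H2-K1, whose probe sets are those of H2-D1 here, has 1607 and 4062 in the paper and 832 and 2167 here. The other entry for H2-K1 has 2883 in Slc26a4-/- in the paper and 4461 here, also over unlike probe sets, since 1 of the 4 averaged here, with 549 and 890 in the paper, is a separate entry there. For Cd8b the paper gives 1313 and 1343, and the values here, from Cd8b1, were 19.4 and 11.4. Quantile normalization, the 1 alternative run for intensities, closed none of these 10 gaps, and the 10 alternatives for folds did not close those of Kcnq1 and Lyzs.

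The ratio for Lgals3 was 24.9 here against the paper's 13.49, and that for C1r 23.7 against the paper's 13.87. Both genes were below background in Slc26a4+/+, and their lower bounds, 14.1 and 1.08, do not exceed the paper's folds by 1.5 times. In Table 4 the paper prints Slc26a4-/- intensities of 8 for Pres, 5 for Ache, 01 for Tectb and 63 for Otog, and the values here were 82.6, 45.1, 101 and 163. The first entry of Table 3 is named Slc12a1, while the Methods name Slc12a2 for the gene with the same probes. The paper states that genes of intermediate and basal cells did not change. Over that list 9 of 10 genes did not pass the test here, and Gpx1 rose, as it does in the paper's own table.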

Other observations

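The Xist covariate was the 1 test in this part chosen after the results were seen. Genes of the interferon response mostly had higher signals in Slc26a4-/-. Of 13 such genes, 2 rose and 0 fell by limma and 9 were higher when adjusted over the list alone, with a median log2 fold change of 0.93 (camera, adjusted p = 3.01e-07, but adjusted p = 0.240 with an estimated correlation). Irf7, a transcription factor of this response, had 449.7 ± 113 in Slc26a4+/+ and 1045 ± 319 in Slc26a4-/- (SD, n = 3, adjusted p = 0.0481), and Oas1a, an enzyme that senses viral RNA, had 969 ± 107 in Slc26a4+/+ and 1722 ± 224 in Slc26a4-/- (adjusted p = 0.0329). The count was 0 without Slc26a4+/+ replicate 2 or any 1 of the Slc26a4-/- arrays, after quantile normalization, with centring on the median, without the trend and with the Xist signal as a covariate. Of 13 genes of extracellular matrix and fibrosis, 3 rose, 0 fell and 6 were higher when adjusted over the list alone. Vim, the intermediate filament vimentin, rose from 3865 ± 169.7 to 9849 ± 407, a log2 fold change of 1.35 (SE 0.12, adjusted p = 0.000679). Col1a2 and Col3a1, fibrillar collagens, rose from 339 ± 49.1 to 690.3 ± 13.7 and from 158 ± 85.4 to 567 ± 106, the latter above background on 1 of the 3 Slc26a4+/+ arrays. The median was 0.75, or 0.37 with genes below background at their bound (camera, adjusted p = 0.000434, but adjusted p = 0.214 with an estimated correlation), and without Slc26a4+/+ replicate 2 or any 1 of the Slc26a4-/- arrays the count was 1. It was 0 without the trend and 0 with the Xist signal as a covariate, so Vim did not pass either.

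Of 15 genes of iron, heme and oxidative stress, 1 rose, Cybb, the catalytic subunit of the phagocyte oxidase, at least 4.62-fold to 1196 ± 122 (adjusted p = 0.000304), and 0 did with the Xist signal as a covariate. Adjusted over the list alone 3 were higher, and the median was 0.15 (camera, adjusted p = 0.121). None of 16 monocyte chemokines and receptors passed in limma, with 4 higher at an unadjusted p under 0.05, 2 by the methods' t-test and 2, Il34 and Cxcl16, when adjusted over the list alone. The other probe set of Cxcl16 rose from 137 ± 48.2 to 410 ± 10.1 (limma, adjusted p = 0.0219). The count was 2 with the mean of all probe sets of a gene, 5 with array weights and 0 with the Xist signal as a covariate. The median of the 16 genes was 0.51 (camera, adjusted p = 0.000969, but adjusted p = 0.117 with an estimated correlation). Of 7 genes of alternative macrophage activation and 8 of proliferation none passed in limma, and 1 and 1 were higher at an unadjusted p under 0.05. The methods' t-test gave 1 lower for the former and 0 for the latter. The medians were -0.58 and 0.49 (camera, adjusted p = 0.437 and 0.363). Of 13 genes of acid-base and anion transport 1, Slc26a7, rose, and 1 was higher and 1 lower when adjusted over the list alone, with a median of 0.10 (camera, adjusted p = 0.592). Pendrin is needed in the thyroid, and 7 genes that respond to or handle thyroid hormone held none past limma's test, 0 at an unadjusted p under 0.05 and 0 by the methods' t-test (median -0.03, camera, adjusted p = 0.729). Of 4 sex-linked genes 3, all Y-linked, fell, and Xist was higher and 3 lower when adjusted over the list alone. Without the trend 2 passed, and 0 with Xist itself as the covariate. Xist is 1 of these 4 genes, so the latter count decides nothing. Their median was -3.33, or -1.15 with bounds (camera, adjusted p = 0.000292, but adjusted p = 0.0605 with an estimated correlation).

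As a hypothesis, DNA of another strain carried along with the targeted Slc26a4 allele may change neighbouring genes. Of the 100 measured genes nearest to Slc26a4 in the order of the GRCm38.p6 gene table, 50 on either side, 2 passed the threshold, Lamb1 and Nrcam, or 2% (exact 95% interval 0.243 to 7.04%). Of the 18092 other genes 2.69% passed (Fisher's exact test, one-sided, p = 0.753). The interval holds both a lower and a higher share than that of the other genes, so the question stays open.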
